# The role of small RNAs in wide hybridisation and allopolyploidisation between *Brassica rapa* and *Brassica nigra*

**DOI:** 10.1186/s12870-014-0272-9

**Published:** 2014-10-19

**Authors:** Muhammad Awais Ghani, Junxing Li, Linli Rao, Muhammad Ammar Raza, Liwen Cao, Ningning Yu, Xiaoxia Zou, Liping Chen

**Keywords:** Wide hybridisation, Allopolyploidisation, DNA methylation, Small RNAs

## Abstract

**Background:**

An allopolyploid formation consists of the two processes of hybridisation and chromosome doubling. Hybridisation makes a different genome combined in the same cell, and genome “shock” and instability occur during this process, whereas chromosome doubling results in doubling and reconstructing the genome dosage. Recent studies have demonstrated that small RNAs, play an important role in maintaining the genome reconstruction and stability. However, to date, little is known regarding the role of small RNAs during the process of wide hybridisation and chromosome doubling, which is essential to elucidate the mechanism of polyploidisation. Therefore, the genetic and DNA methylation alterations and changes in the siRNA and miRNA were assessed during the formation of an allodiploid and its allotetraploid between *Brassica rapa* and *Brassica nigra* in the present study.

**Results:**

The phenotypic analysis exhibited that the allotetraploid had high heterosis compared with their parents and the allodiploid. The methylation-sensitive amplification polymorphism (MSAP) analysis indicated that the proportion of changes in the methylation pattern of the allodiploid was significantly higher than that found in the allotetraploid, while the DNA methylation ratio was higher in the parents than the allodiploid and allotetraploid. The small RNAs results showed that the expression levels of miRNAs increased in the allodiploid and allotetraploid compared with the parents, and the expression levels of siRNAs increased and decreased compared with the parents *B. rapa* and *B. nigra*, respectively. Moreover, the percentages of miRNAs increased with an increase in the polyploidy levels, but the percentages of siRNAs and DNA methylation alterations decreased with an increase in the polyploidy levels. Furthermore, qRT-PCR analysis showed that the expression levels of the target genes were negatively corrected with the expressed miRNAs.

**Conclusions:**

The study showed that siRNAs and DNA methylation play an important role in maintaining the genome stability in the formation of an allotetraploid. The miRNAs regulate gene expression and induce the phenotype variation, which may play an important role in the occurrence of heterosis in the allotetraploid. The findings of this study may provide new information for elucidating that the allotetraploids have a growth advantage over the parents and the allodiploids.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0272-9) contains supplementary material, which is available to authorized users.

## Background

Wide hybridisation and polyploidisation is a common phenomenon in plant evolution that results in the formation of new species [1-4]. Wide hybrids often exhibit more vigorous growth than their parents, and this effect is mainly demonstrated by increases in drought tolerance, pest resistance, flowering time, organ size and biomass, among other factors [5-7]. Furthermore, polyploids show novel traits that are not present in their diploid progenitors [8]. For example, allotetraploid cotton (genomes: AADD) produces more abundant and higher-quality fibres, and this effect is derived from their AA and DD extant diploid species [9]. However, wide hybrids also exhibit the disadvantage of infertility, as was observed with the wide hybridisation combination of *B. rapa* and *B. oleracea* [10]. However, despite this finding, the growth and adaptability advantages of polyploidy have always been a puzzling phenomenon, and the underlying molecular mechanisms are among the most interesting subjects in plant breeding.

Allopolyploid formation consists of two processes, namely, hybridisation and chromosome doubling. Hybridisation involves a different genomic combination in the same cells and genomes experience “genomic shock”, whereas chromosome doubling doubles and restructures the genome dosage [11,12]. Recent studies have shown that small RNAs, particularly the 24-nt siRNAs, play an important role in genome reconstruction and stabilisation [13]. The role of 24-nt siRNAs is primarily reflected in two aspects. The first aspect is the modification of transposons and repetitive sequences for the maintenance of genome stability, which is mediated by RNA-dependent DNA methylation, and the other aspect is the *cis*-regulation of gene expression via the transposon gene fragment in the gene near the region (such as the promoter expression area) [14-18]. The reduction of siRNAs in F_1_ may induce phenotypic and genomic instability in *Arabidopsis* allotetraploids [13,19]. In interspecific hybrids of *Arabidopsis*, the siRNA populations underwent rapid changes in the F_1_ allotetraploid, but stability was maintained in the F_7_ allotetraploid, in which the DNA and chromatin were significantly modified [13]. However, in wheat, the number of 24-nt siRNA transcripts significantly decreased in the hexaploid compared with that obtained in the parents, and this decrease was accompanied by a decrease in the DNA chain CpG island methylation levels [20]. Thus, these studies concluded that a decrease in the DNA methylation levels may be one of the causes of genomic instability in allopolyploids during the early stage [21,13]. This phenomenon of changes to the siRNAs with an increase in the polyploidy level suggests that siRNAs may play a key role in genomic reconstruction and stability after chromosome doubling. However, little is known regarding how siRNAs play this role during wide hybridisation (with different genome combined) and chromosome doubling (the doubling of the genome dosage).

miRNAs are the primary mediators of the trans-regulation of gene expression [22]. Gene silencing mediated by miRNAs is an important strategy used at the post-transcriptional level of gene regulation [23,24]. Furthermore, miRNAs are conserved in evolution but become active in polyploidisation [25,13]. Changes in the miRNA expression levels can affect the expression of the target genes, and this effect is considered to be one of the main causes that results in the phenotypic variation of the polyploidy [21,26,27,13]. In *Arabidopsis*, the number of miRNAs in allotetraploids is higher than those observed in their autotetraploid parents [13]. A similar phenomenon was also found in the synthesis of hexaploid wheat [20]: the number of miRNAs increased with an increase in the ploidy level, and this effect was not associated with the gene dosage balance hypothesis. This phenomenon showed that other mechanisms, such as *cis*-epigenetic regulation, may exist. Thus, small RNAs, which are a product of non-coding RNAs, are involved in regulating gene expression and have become an important factor of gene expression during allopolyploidisation. However, little is known regarding the changes in miRNAs and their regulation of gene expression and phenotypic variation during wide hybridisation and chromosome doubling, and these data are essential for elucidating the mechanism of heterosis.

In a previous study, we performed wide hybridisation between *B. rapa* (genome: AA, 2n = 20) and *B. nigra* (genome: BB, 2n = 16) and obtained an allodiploid (genome: AB) and allotetraploid (genome: AABB). In addition, we showed that chromosome doubling resulted in higher levels of genetic and phenotypic variation compared with wide hybridisation [28]. In this study, we first analysed the allodiploids and allotetraploids using sequence-related amplified polymorphism (SRAP) and methylation-sensitive amplification polymorphism (MSAP) to determine the differences in the genetic changes and epigenetic alterations between wide hybridisation and chromosome doubling. Second, the allodiploids and allotetraploids were analysed through the high-throughput sequencing of small RNAs to determine how the changes in small RNAs occur during these two processes. Different genomes were combined, the genome dosage was doubled, and the correlation between the siRNA and DNA methylation at different polyploid levels was assessed. Third, the different expression levels of known miRNAs and their target genes were analysed to explore how miRNAs and their target genes affect the different phenotypes of the allodiploids and allotetraploids.

## Results

### Phenotypic analysis of the parents and their wide hybrids

In our previous study, the wide hybridisation of *B. rapa* (genome AB) and *B. nigra* (genome AA) was performed, and the allodiploid (genome AB) and allotetraploid (genome AABB) were obtained. We aimed to determine the phenotypic differences between the wide hybrid and their parents. The characteristics of the allodiploid and allotetraploid and their parents were compared (Figures 1 and 2). The results showed that allotetraploids had a high leaf length and flower size compared with their parents and the allodiploids (Figures 1 and 2). In our previous study, we found that allotetraploids had greater vigour than their parents and allodiploids [28]. Thus, allotetraploids had high heterosis compared with their parents and the allodiploids.

**Figure 1:**
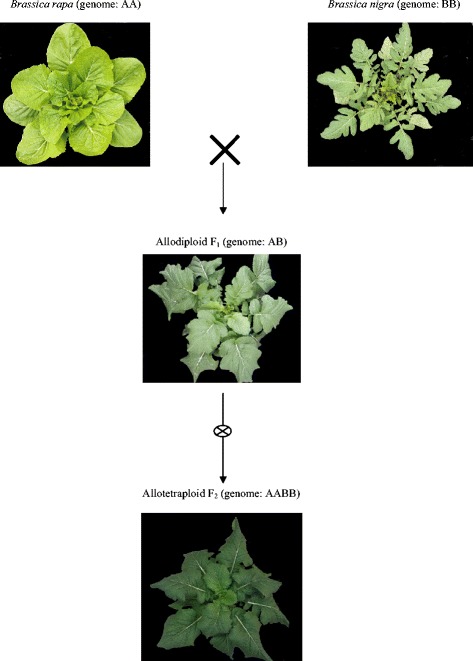
**The layout of the experiment plants; the parents and their allodiploid and allotetraploid.**

**Figure 2:**
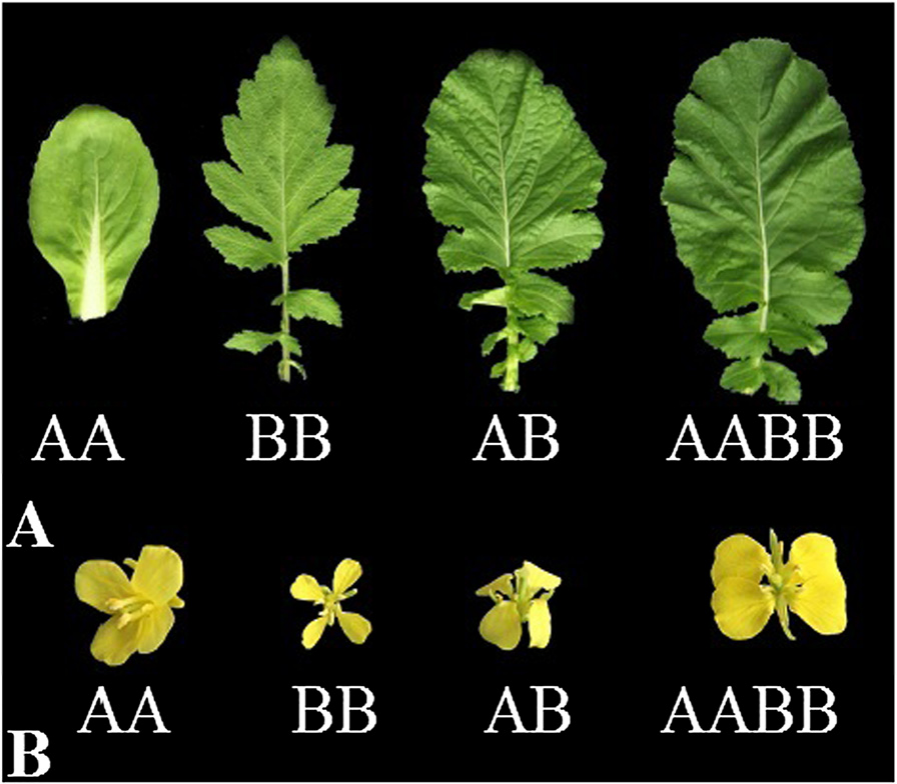
**A. Leaves and B. flower of the parents and their allodiploid and allotetraploid.** Allotetraploids had a high leaf length and flower size compared with their parents and the allodiploids.

### DNA methylation patterns of the parents and their wide hybrids

To elucidate the epigenetic mechanisms related to the processes of hybridisation and polyploidisation, methylation-sensitive amplification polymorphism (MSAP) analysis was used to analyse the parents and their allodiploid (AB) and allotetraploid (AABB). After treatment with double-restriction *EcoR*I/*Msp*I or *EcoR*I /*Hpa*II, the amplified fragments were classified as one of four types: (a) non-methylated in all of the samples, (b) methylated in all of the samples, (c) demethylated in the hybrids compared with the parents, and (d) hyper-methylated in the hybrids compared with the parents (Additional file 1).

In this study, 1449 reproducible and clear loci were obtained using 36 primer pairs (Additional file 2). These 1449 loci were classified into four major groups (a-d), including 60 categories according to the variation model between the parents and their allodiploids and allotetraploids (Additional file 1). Group A consisted of 12.22% and 12.08% of the monomorphic loci in AB and AABB, respectively. In Group B, 11.94% of the polymorphic loci were specifically found in AB and AABB. Of the loci in Group C, 18.91% and 28.64% of the polymorphic loci were specifically found in AB and AABB, respectively. Compared with the parents, the Group D loci displayed alterations in DNA methylation only in 56.94% and 48.10% of those found in AB and AABB, respectively. There was a significant difference in the methylation patterns between AB and AABB. With respect to the DNA methylation status, the ratios between the allodiploids, the allotetraploids, and their parents demonstrated significant differences (Additional file 1). In addition, the CG methylation was high (24.50%) in AB compared with AABB (Figure 3 and Additional file 1). Thus, the DNA methylation alteration in AB was significantly higher compared with that in AABB. Moreover, the genetic study revealed that two types of the fragments can be used to estimate the genomic changes in the allodiploids and allotetraploids, which have a loss of fragments compared with the parents in addition to novel fragments. The percentages of genetic changes were 10.32% in AB and 21.41% in AABB (Figure 4 and Additional file 3). Thus, the percentage of genetic changes was significantly higher in AABB compared with AB.

**Figure 3:**
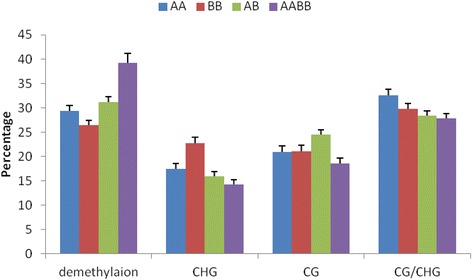
**DNA methylation in the parents and their allodiploid and allotetraploid.**

**Figure 4:**
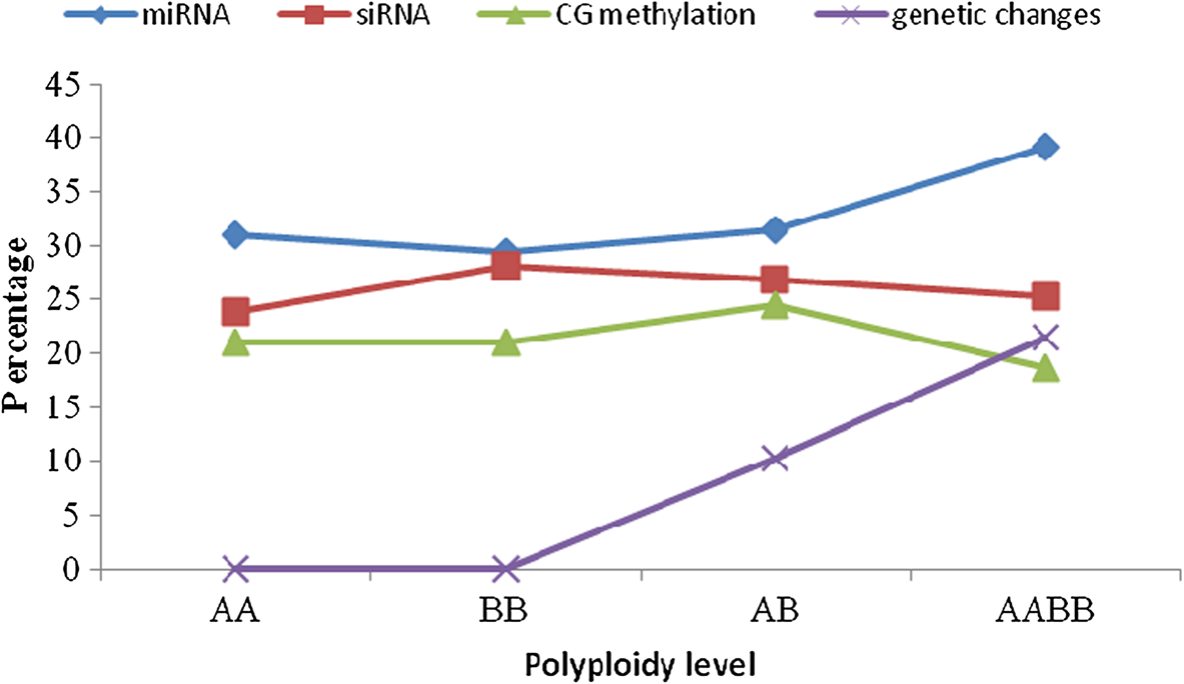
**The percentage of miRNAs, siRNAs, genetic changes, and CG methylation in the parents and their allodiploid and allotetraploid.**

### High-throughput sequencing of small RNAs

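Leaf RNA of *B. rapa* (AA), *B. nigra* (BB), the allodiploid (AB) and the allotetraploid (AABB) was sequenced as 1 small RNA library per genotype. The plants grew at 22°C by day and 18°C by night with 16 h of light. The sample labels give the age as 45 days after germination. The paper gives 45 days after sowing for the leaves of its genetic and epigenetic analyses, and its sequencing methods give no age. The files analysed hold whole-number read counts for each different sequence that the authors annotated as miRNA, with 1 miRNA name per sequence. They hold 2526482 miRNA reads in AA, 2176470 in BB, 2183129 in AB and 2524964 in AABB. The paper's Table S4 gives 10521976, 10102904, 10515721 and 9803016 clean reads for these libraries, and all values were scaled to reads per 1000000 clean reads (RPM). In the 4 libraries together, 62363 different sequences carried 320 miRNA names, and 248 of the names were found in every library. Families that differ by few bases, such as miR156 with miR157 and miR165 with miR166, can take each other's reads in such an annotation. Names were compared between libraries with the Audic-Claverie test on read counts and were called higher or lower at p under 0.01 and at least 2-fold, without adjustment for the number of names. With 1 library per genotype there is no replicate check, and the test compares the libraries and not the genotypes. The 95% intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A name with 0 reads in a library was set to a floor of 3 reads there, so that its fold is a lower bound where the other library has more than 3 reads. With fewer reads in the other library, the ratio gives no bound and can take the wrong sign. Groups of miRNA families were listed before the deposited data were examined. The paper's values for AB and AABB had been seen during planning, so the listing is not shown to be blind to them. The median log2 ratio of each group is given with its percentile among 10000 random groups of the same size and similar abundance.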

A small RNA library was prepared for the analysis of the parents and their allodiploids and allotetraploids. Sixty million reads were obtained from the small RNA sequencing of the four libraries (Additional file 4). A total of 41,810,504 reads were obtained, and 41,664,822 of these reads were of high quality and corresponded to 28,426,693 unique sequence tags. The small RNA sizes ranged from 18 to 30 nt, which included the two prominent classes of 21-nt and 24-nt long small RNAs (Figure 5). 

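miRNA-annotated reads were mostly 21 nt long in all 4 libraries. The 21-nt reads made up 61.4% of the miRNA reads in AA, 75.7% in BB, 74.2% in AB and 69.0% in AABB, each with an exact Clopper-Pearson interval of less than 0.1 percentage points to either side. The 20-nt reads made up 32.5% in AA, 17.8% in BB, 18.9% in AB and 26.7% in AABB. Most of them were the 20-nt miR156a, which represses the SPL genes of the juvenile phase. Without the most abundant sequence of each library, which was this 20-nt sequence in AA and a 21-nt sequence in the others, the 21-nt share was 87.8% in AA and 57.0% in AABB, so that AA moved from the lowest share of the 4 libraries to the highest. The 24-nt length, that of heterochromatic siRNAs, held 1.56% of the miRNA reads in AA, 2.47% in BB, 1.89% in AB and 1.36% in AABB. These shares describe the reads annotated as miRNA, and the lengths of all other small RNAs were not analysed here.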

The 21-nt class corresponded predominantly to miRNAs, whereas the 24-nt class corresponded to siRNAs [29]. The 24-nt long small RNAs were most abundant within the two parental and AB libraries, whereas the 21-nt long small RNAs were most prevalent in the AABB library. 

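Reads annotated as miRNA made up 24.0% of the clean reads in AA (95% exact Clopper-Pearson interval 23.99 to 24.04), 21.5% in BB (21.52 to 21.57), 20.8% in AB (20.74 to 20.79) and 25.8% in AABB (25.73 to 25.78). The share was thus lowest in AB and highest in AABB. miR156a and miR157a, the repressors of SPL genes that prolong the juvenile phase, carried the gap between the hybrids, with 7.57% of the clean reads in AB and 15.5% in AABB. They held 10.3% in AA and 10.6% in BB. All other miRNA names together held 13.2% of the clean reads in AB and 10.3% in AABB. The paper's Table S6 gives rRNA reads as 25.4% of the clean reads in AA, 26.9% in BB, 24.4% in AB and 15.4% in AABB. When rRNA and tRNA reads were left out of the clean reads, the miRNA share was 34.4% in AA, 32.4% in BB, 29.4% in AB and 31.7% in AABB, and AABB then lay below both parents. The shares are relative to all small RNAs of a library, so they do not give the amount of miRNA per cell.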

Interestingly, the amount of miRNAs relative to the total small RNAs increased with increasing levels of polyploidy: the lowest percentages were 30.9% in AA, 29.34% in BB, 31.44% in AB, and 39.22% in AABB. However, the amount of siRNAs relative to the total small RNA decreased with the increasing levels of polyploidy: the highest percentages were 23.93% in AA, 28.14% in BB, 26.90% in AB, and 25.23% in AABB (Figure 4). Moreover, the total small RNAs demonstrated a high interaction of 81.31% in AA/AB, and the unique small RNAs showed a high level of interaction of 15.34% in AA/AB (Additional file 4). 

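Among the miRNA-annotated sequences AA and AB also shared the most. They had 10355 sequences in common, which is 28.2% of the different sequences found in either library and carries 99.2% of their reads. BB and AB shared 5646 sequences (13.7%), hardly more than the 5536 (13.8%) shared by the parents. AABB shared 8305 sequences (22.0%) with AA and 7317 (19.0%) with BB, and 8337 (21.5%) with AB. The Bray-Curtis distance of the RPM of all miRNA names was 0.173 between AB and AA (95% interval 0.1727 to 0.1744 from resampled read counts) and 0.221 between AB and BB (0.2205 to 0.2223). For AABB it was 0.215 to AA and 0.184 to BB. It was 0.260 between the parents and 0.261 between AB and AABB. Across names, which are not independent replicates, Spearman's rho was 0.965 for AB with AA and 0.460 for AB with BB, and it was 0.809 for AABB with AA and 0.667 for AABB with BB. The parent nearest to AABB thus depended on the measure, since the distance follows the few most abundant miRNAs and rho weighs all names alike. AB lay nearer to AA by each of these measures.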

The genome-matched small RNA tags were then clustered into several RNA categories (such as known mRNAs, repeat-associated RNAs, rRNAs, tRNAs, snRNAs, and snoRNAs) in the four libraries (Additional file 4). In addition, a high percentage of small RNAs were sorted as unann RNAs (44.81% in AA, 44.23% in BB, 48.86% in AB, and 53.55% in AABB). The repeat-associated sRNAs were matched based on LTR/Copia: 0, LTR/Copia: 1, LTR/Gypsy: 0, and LTR/Gypsy: 1 in both the unique tags and total tags. Unexpectedly, all four types of repeat-associated sRNAs accumulated in lower levels in AABB compared with AB (Additional file 5). Among the four types, the accumulation of 21-nt sRNAs was higher compared with that of 24-nt sRNAs.

**Figure 5:**
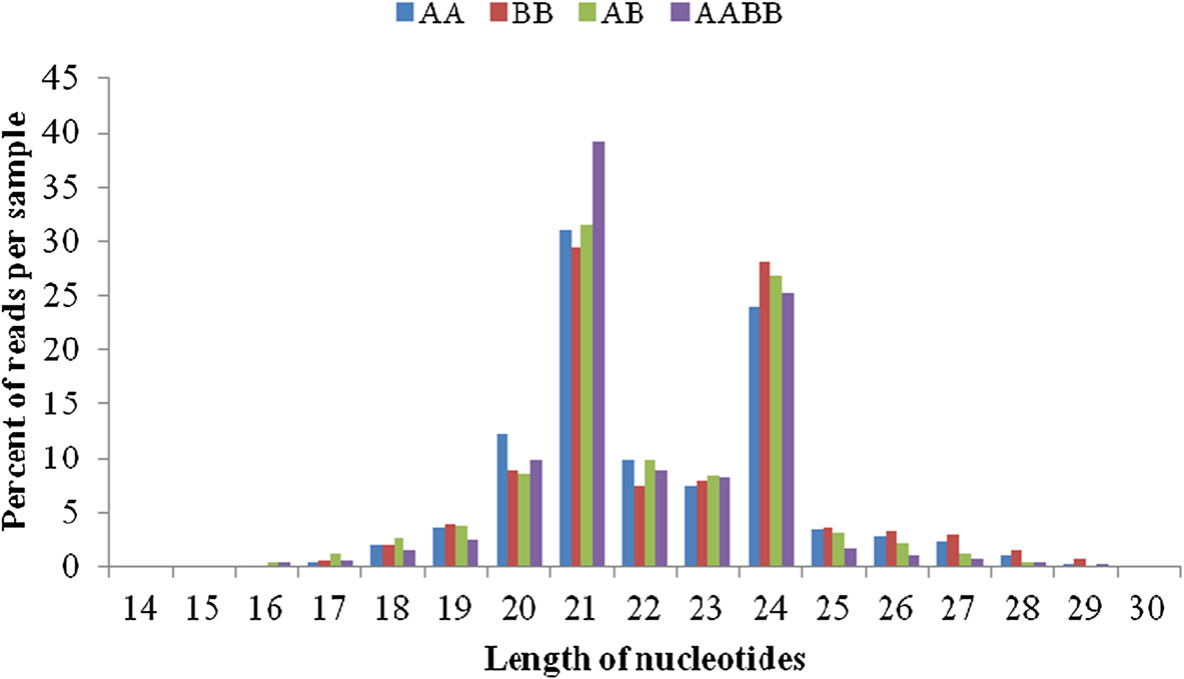
**The length of the small RNAs in the parents and their allodiploid and allotetraploid.**

### Known miRNAs

To identify conserved miRNAs in the parents and their allodiploids and allotetraploids, small RNAs that were 18–23 nucleotides in length were searched using Blastn against miRBase version V17.0. The 22,954 and 22,716 unique sequences (2,526,482 and 2,176,470 reads) that were found in the AA and BB libraries, respectively, were annotated as miRNA candidates. 

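miR156a, the repressor of SPL genes in the juvenile phase, gave the most abundant sequence in AA. This sequence, TGACAGAAGAGAGTGAGCAC, had 759577 reads, or 30.1% of the miRNA reads. In BB the most abundant sequence was that of miR157a, TTGACAGAAGATAGAGAGCAC, from the sister family with the same targets, with 417991 reads or 19.2%. A few miRNAs held most of the reads in both parents, since the 10 most abundant names carried 93.5% of the miRNA reads in AA and 91.6% in BB. Sequences read only 1 time made up 61.0% of the different sequences in AA and 61.2% in BB. With at least 2 reads required, 8951 sequences remained in AA and 8808 in BB. The annotation reached 288 miRNA names in AA and 289 in BB.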

Totals of 24,143 and 23,061 unique sequences (2,183,129 and 2,524,964 reads) were found in the AB and AABB libraries, respectively (Additional file 4). 

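Lineage-specific miRNAs were among the names that differed between the parents, which were 178 of 316 names in all. The Brassicaceae families (16 names) had a median log2 ratio of AA over BB of 1.74, at percentile 96.2 and so inside the limits of 2.5 to 97.5, with 8 names higher and 2 lower in AA. With members of at least 100 reads the median was 5.51, outside these limits. miR158a, a Brassicaceae miRNA aimed at pentatricopeptide repeat mRNAs, had 9157 RPM in AA and 43.9 in BB, a log2 ratio of 7.70 (95% interval 7.57 to 7.84). miR1885a, a *Brassica* miRNA aimed at TIR-NBS-LRR resistance genes, was also higher in AA by a log2 ratio of 8.20 (7.45 to 9.07). miR482b-5p, of a family aimed at NBS-LRR resistance genes, was lower in AA by a log2 ratio of −10.00 (−11.87 to −8.64), with 4 reads against 3924. The copper-responsive miR397a and miR857, both aimed at laccases, were higher in AA, by 3.88 (3.78 to 3.98) and 9.48 (7.62 to 12.53), the latter from 2 reads in BB. The copper-responsive miR408-3p was lower in AA, at 368 RPM against 1955 in BB. miR6029 and miR902a-3p had 0 reads in BB and were at least 377-fold and 386-fold higher in AA. The leaf development group (9 names, the miR164, miR165, miR166, miR319 and miR396 families) had a median of −1.14, at percentile 5.50, with 5 names lower and 0 higher. Its miR165a, which restricts the HD-ZIP III genes of the upper leaf side, was lower in AA by −1.54 (−1.58 to −1.50). The auxin and tasiRNA group (11 names) had a median of −1.03 at percentile 7.97, with 6 names lower and 1 higher, and −1.59, outside the limits, with members of at least 100 reads. miR391, a relative of the tasiRNA trigger miR390, was 11.6-fold lower in AA. miR403, which targets AGO2, was lower by −1.74 (−1.84 to −1.65). The phase change and flowering group (12 names) had a median of −0.67 (percentile 12.7) with 4 names lower. The small RNA pathway group (5 names) stood at −0.27 (percentile 27.9) with 1 name lower. The nutrient and copper group (9 names) stood at 0.28 (percentile 76.3), with 3 names higher and 2 lower. 3 names known as rRNA fragments stood at 0.97 (percentile 85.3), with 1 name higher. miR164a, whose targets include the CUC genes of leaf margins, was similar in all its reads, yet its most abundant sequence alone was higher in AA by 1.30.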

The expression of known miRNAs in the four samples was demonstrated by plotting the log_2_-ratio (Additional file 6). These results showed 320 differentially expressed miRNAs: 133, 94, 132, 143, 134, and 133 up-regulated miRNAs and 114, 66, 103, 110, 95, and 95 down-regulated miRNAs in BB/AA, AA/AB, AA/AABB, BB/AB, BB/AABB, and AB/AABB, respectively (Figure 6). These findings were significantly different between the four libraries. 

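Between AA and BB, 92 miRNA names were higher and 86 lower in AA. AB differed from AA in 33 of 303 names (20 higher, 13 lower) and from BB in 178 of 317 (97 higher, 81 lower). AABB differed from AA in 105 of 314 names (66 higher, 39 lower), from BB in 136 of 317 (86 higher, 50 lower) and from AB in 111 of 317 (67 higher, 44 lower). At least 1 pair of libraries differed in 233 names. Over AA, miR837-3p, a Brassicaceae miRNA of unsettled function, rose in AABB by a log2 ratio of 7.80 (95% interval 6.68 to 9.25) from 6 reads. The largest fall was that of miR528-5p, a miRNA known from monocots for control of copper proteins, at −4.01 (−4.30 to −3.72). Over BB, AABB gained miR158a by 6.89 (6.76 to 7.03), and miR5257, with 0 reads in BB, was at least 705-fold higher. miR391 lay in AABB between the parents, 2.95-fold over AA and 3.93-fold under BB. The auxin and tasiRNA group of AABB (11 names) had a median of 1.56 over AA at percentile 99.7, with 8 names higher. Against BB its members went both ways, with miR390a at 156.4 RPM in AABB and 82.65 in BB, and miR160a at 48.45 and 73.84. The Brassicaceae families of AABB (16 names) had a median of 1.76 over BB at percentile 98.5, with 9 names higher. The balance of higher and lower names depended on the scaling. Per 1000000 miRNA reads the split was 28 higher and 11 lower in AB over AA, 77 and 70 in AABB over BB, and 51 and 72 in AABB over AB. With median-of-ratios size factors it was 16 and 19 in AB over AA, 57 and 65 in AABB over AA, and 76 and 71 in AABB over BB. With TMM factors it was 16 and 17 in AB over AA. These scalings moved the median of the names with at least 100 reads by between −0.31 and 0.21 in log2 ratio.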

In our study, further analysis identified totals of 1235, 2967, 1189, and 2651 conserved miRNAs, which belong to 68 plants families, in the AA, BB, AB, and AABB libraries, respectively (Additional file 7).

**Figure 6:**
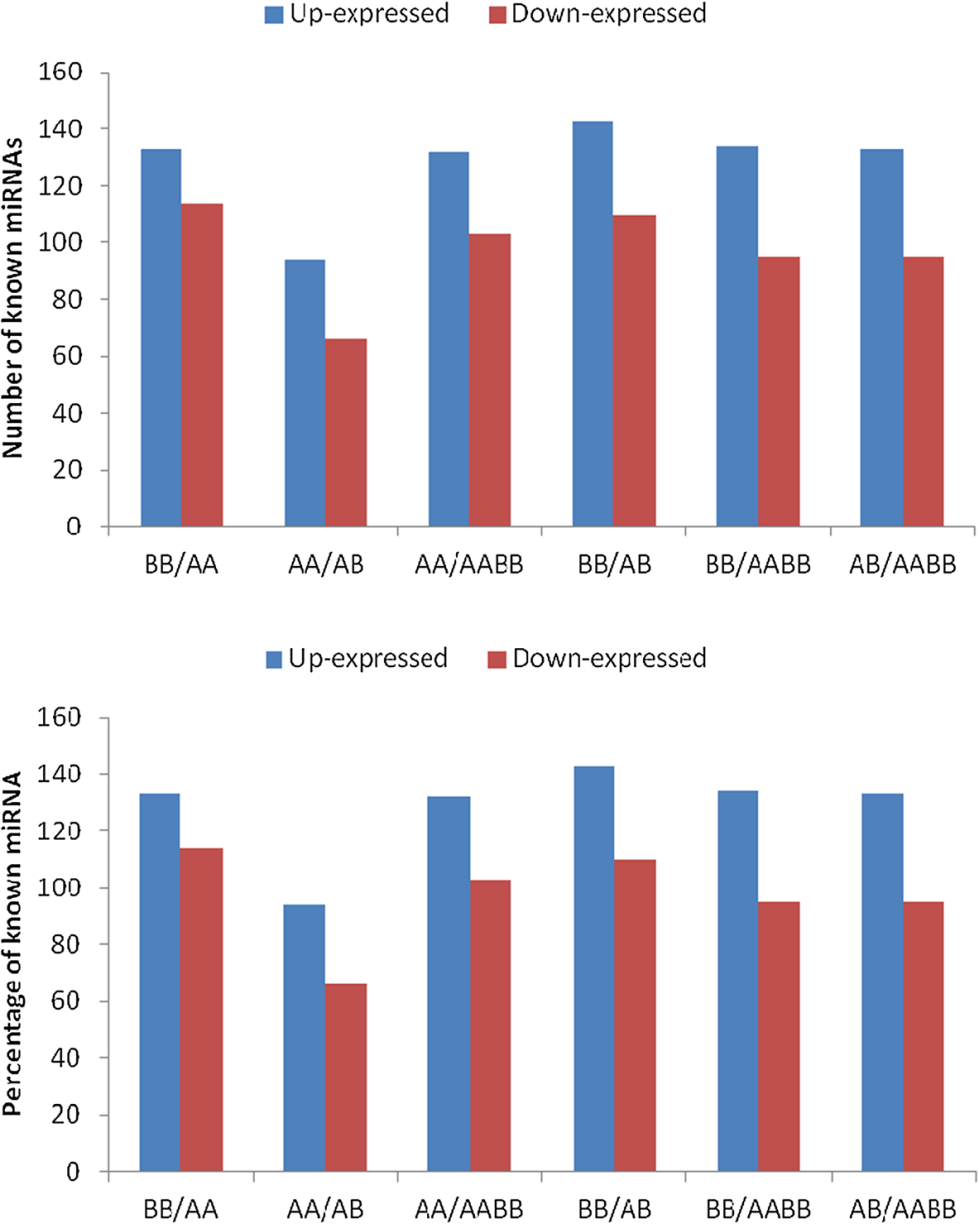
**The expression levels of the known miRNAs in the parents and their allodiploid and allotetraploid.**

### Novel miRNAs

The expression of novel miRNAs in the four samples was demonstrated by plotting the log_2_-ratio (Additional file 6). These results showed 52 novel miRNAs: 20, 11, 29, 13, 27, and 24 up-regulated miRNAs and 16, 16, 7, 17, 12, and 7 down-regulated miRNAs in BB/AA, AA/AB, AA/AABB, BB/AB, BB/AABB, and AB/AABB, respectively (Figure 7). These findings were significantly different between the four libraries.

**Figure 7:**
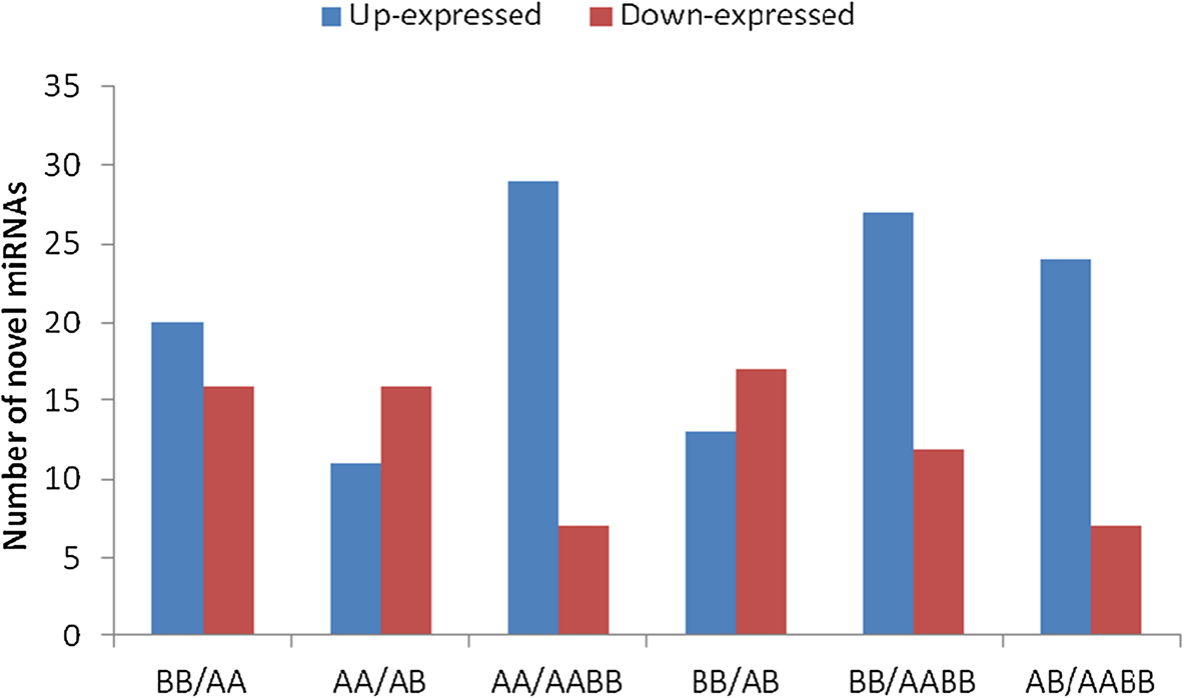
**The expression levels of the novel miRNAs in the parents and their allodiploid and allotetraploid.**

### qRT-PCR analysis of miRNAs and their target genes

Many miRNA targets play important roles in the regulation of their expression. The targets of the differentially expressed miRNAs were predicted to elucidate the relationship between functions and phenotypes. The prediction revealed a total of 641 known miRNAs and 3734 target genes: 158, 160, 159, and 164 known miRNAs and 895, 972, 895, and 972 target genes in AA, BB, AB, and AABB, respectively (Additional file 6). Moreover, a total of 68 novel miRNAs and 225 target genes were detected: 11, 17, 14, and 56 novel miRNAs and 49, 53, 20, and 103 target genes in AA, BB, AB, and AABB, respectively (Additional file 6). Furthermore, we performed a quantitative analysis of nine miRNAs and 11 targets genes involved in different vegetative and reproductive functions. Moreover, the expression levels of the target genes (MYB65, CUC1, PHV, PHB, REV, NFYA2, APS1, APS4, and SULTR2:1) were higher in AB compared with AABB. However, the expression levels of SBP and AGO2 were higher in AABB compared with AB (Figure 8). Although the corresponding accumulated abundances of various miRNAs (miR159a, miR164a, miR165a, miR169i, miR395a, and miR403) were lower in AB compared with AABB, the levels of miR156a and miR157a were higher in AB compared with AABB (Figure 9). Moreover, only miR165a, miR166a, and miR395a were not inversely correlated with the targeted genes (REV, PHV, and APS1, SULTR2;1) in AABB and AB, respectively. Thus, the expression levels of the targets were negatively corrected with the abundance of significantly expressed miRNAs in this study.

**Figure 8:**
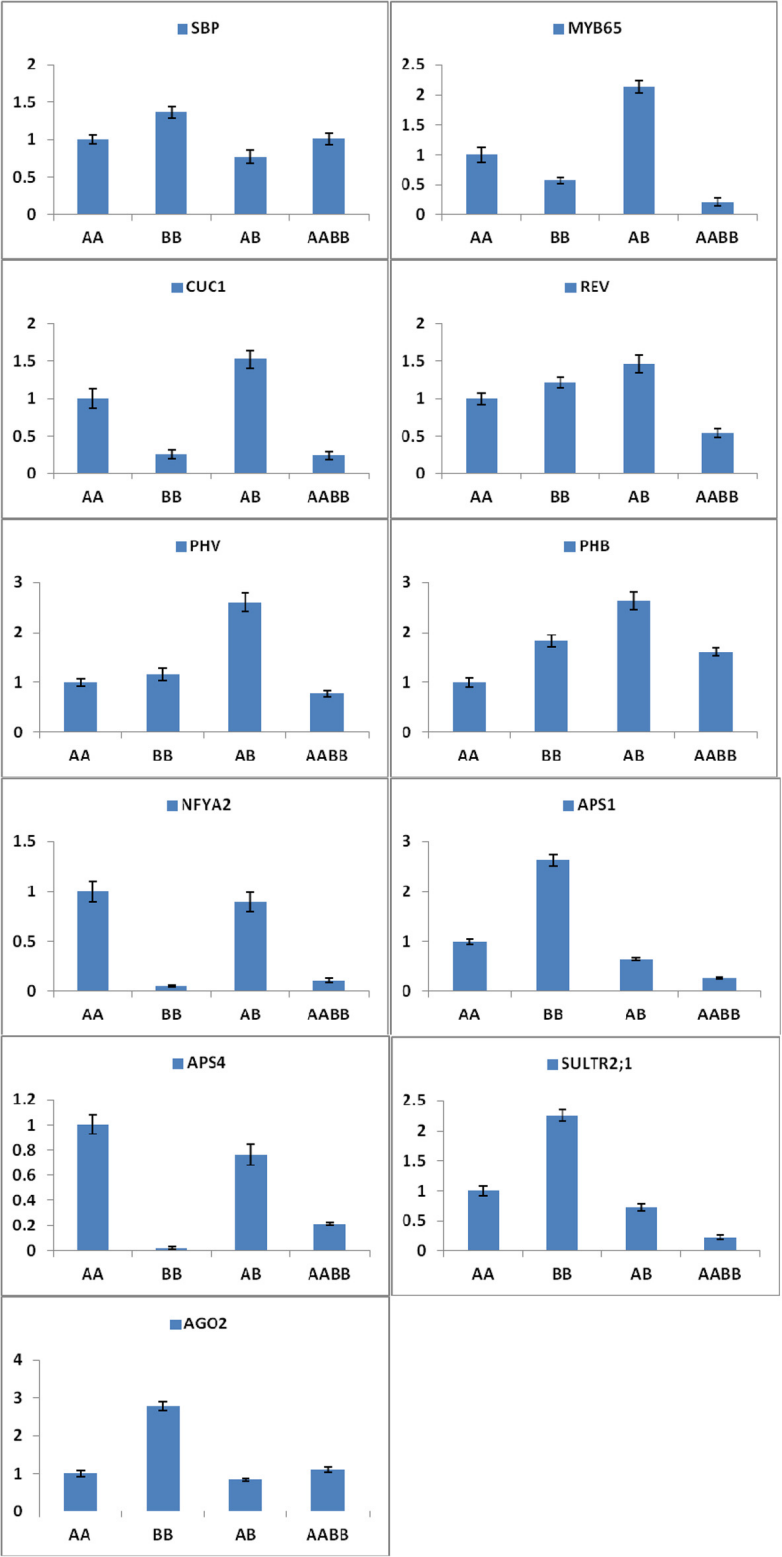
**The expression of miRNA targets in the parents and their allodiploid and allotetraploid.**

**Figure 9:**
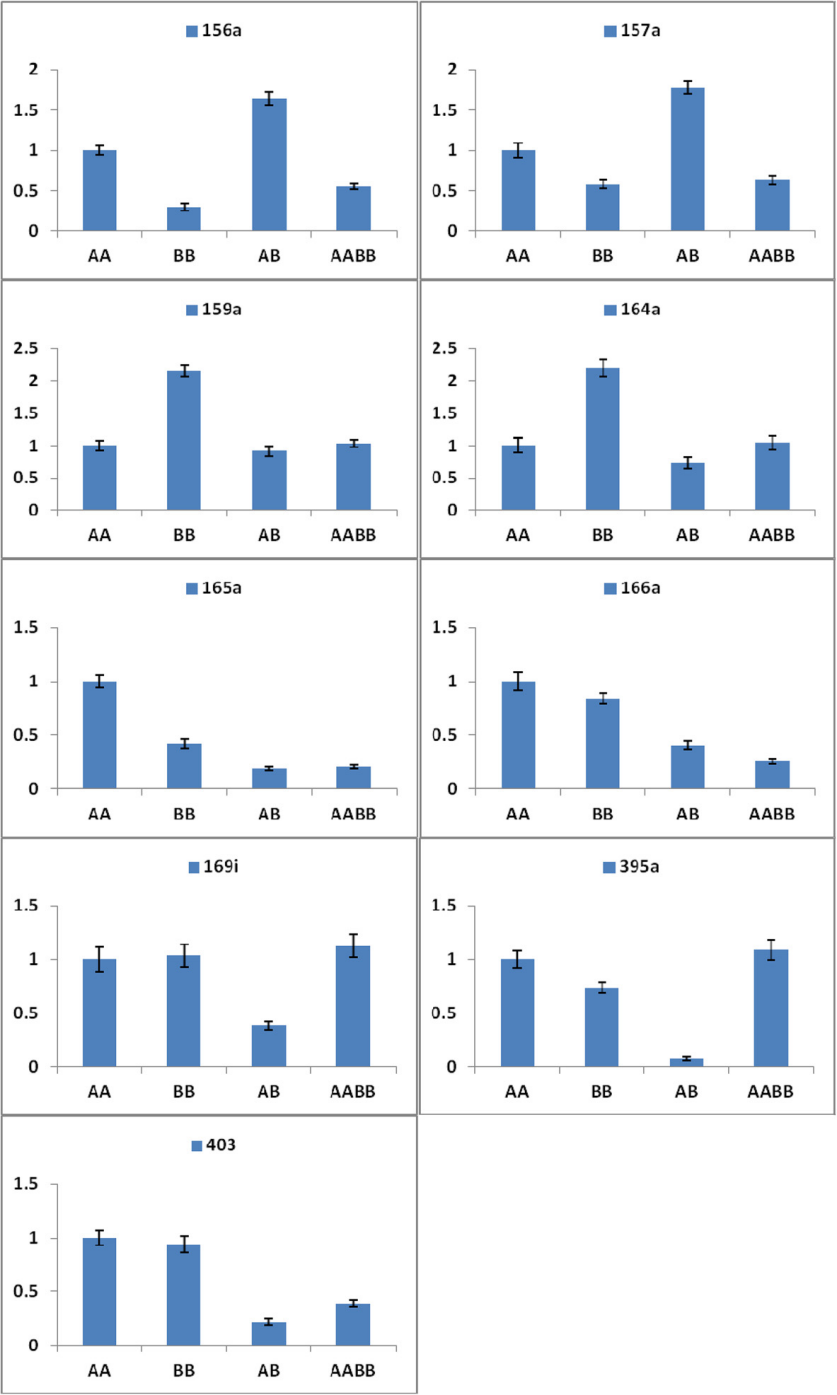
**The expression levels of the miRNAs in the parents and their allodiploid and allotetraploid.**

## Discussion

### Wide hybridisation and polyploidisation showed different patterns of DNA methylation

In this study, the siRNAs and DNA methylation patterns were significantly different between the allodiploid (AB) and the allotetraploid (AABB). DNA methylation was mediated by 24-nt siRNAs, which are derived from repetitive DNA, transposons, and intergenic and genic regions [24,30]. Based on the length distribution of small RNAs, 24-nt siRNAs ranged from 26.90% (AB) to 25.23% (AABB) (Figure 5). The repeat-associated siRNAs were matched on the LTR (retrotransposons) and showed higher levels in AB compared with AABB (Additional file 5). The LTR can be reactivated by hybridisation, as has been demonstrated by several previous studies [31,32]. Thus, a hypothesis may be reached that the extent of retrotransponson activation varies depending on the wide hybridisation. Thus, the regulation of genomic dosage may display different patterns in AB and AABB.

DNA methylation combined with the activation of a transposable element has been proposed as the stabilising mechanism underlying the epigenetic changes mediated by siRNAs during hybridisation and polyploidisation [13,33-35]. In response to genomic shock, the siRNAs maintain genomic stability in allopolyploids [13]. Thus, it can be speculated that siRNAs and DNA methylation are conducive to the maintenance of genome stability in AABB when faced with genomic shock in AB. Moreover, reduced siRNAs levels are largely associated with genes, and genes are associated with altered siRNAs levels and have correlations with changes in the DNA methylation and expression levels [36]. In the present study, the detected siRNAs and DNA methylation were low in the allotetraploids compared with the allodiploids. Thus, it has been proposed that siRNAs play a key role in maintaining the genomic stability of allotetraploids.

### Changes in siRNA and miRNA during wide hybridisation and polyploidisation

siRNAs and miRNAs induce rapid and dynamic changes during the early stage of allopolyploid formation [13]. The most abundant small RNAs found in this study through high-throughput sequencing were identified as miRNAs and siRNAs, as assessed by the composition of miRNAs and siRNAs, which were often 21-nt and 24-nt in length, respectively [23]. The relative amount of small RNAs corresponding to miRNAs increased with an increase in the polyploidy level (Figure 4). Conversely, the relative amount of siRNAs corresponding to transposons decreased with an increase in the polyploidy level (Figure 4). Similarly, Cantu et al. [37] demonstrated that siRNAs corresponding to transposons are observed at lower levels in hexaploids compared with tetraploids. Moreover, the relative amount of epigenetic alterations decreased with an increase in the polyploidy level (Figure 4). Kenan-Eichler et al. [20] also reported that the percentage of siRNAs and epigenetic changes decreased and the miRNA levels increased in hexaploids. Thus, the miRNA expression increased with an increase in the polyploidy level, whereas the siRNA and epigenetic alteration levels decreased with an increase in the polyploidy level. Furthermore, this ploidy dependence was insensitive to genomic composition but was sensitive to dosage, such as that of AB and AABB, which featured the same two genomes (A and B) at varying doses (2× vs. 4×), resulting in their expression of divergent small RNAs profiles.

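The AB and AABB libraries differed in the parental origin of their miRNA sequences. Sequences specific to 1 parent were taken as those with at least 20 reads in that parent and 0 in the other, which gave 477 for *B. rapa* and 349 for *B. nigra*. Of the *B. rapa*-specific sequences, 473 were seen in AB (99.2%, 95% exact Clopper-Pearson interval 97.9 to 99.8) and 411 in AABB (86.2%). Of the *B. nigra*-specific sequences, 43 were seen in AB (12.3%, interval 9.06 to 16.2) and 279 in AABB (79.9%). Their summed RPM was 73.8% (interval 72.7 to 74.8) of the AA level in AB and 52.2% (51.4 to 53.0) in AABB for *B. rapa*, and 1.29% (1.17 to 1.42) of the BB level in AB and 21.4% (20.8 to 22.0) in AABB for *B. nigra*. miR159a alone gave 290 of the 412 *B. nigra*-specific reads in AB, and without it the level there was 0.384% (0.319 to 0.459). Equal contributions of both genomes would give 50% of each parent.

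miR408-5p, from the hairpin of the copper-responsive miR408, has a *B. rapa* form, ACAGGGAACAAGCAGAGCATG, and a *B. nigra* form, ACGGGGAACAAGCAGAGCATG, which differ by A3G (counted from 1 at the 5′ end). The *B. rapa* form had 60630 RPM in AA, 54373 in AB and 30949 in AABB. The *B. nigra* form had 24046 RPM in BB, 53.5 in AB and 2438 in AABB, and its 55.5 RPM in AA is close to the level in AB. The *B. nigra*-specific sequences of miR482b-5p, of a family aimed at resistance genes, kept 103% of their BB level in AABB (97.1 to 110), and those in AB had 1 read. Sequences of miR2911 and miR1310, names given to rRNA fragments, changed sides between the hybrids. Their *B. rapa*-specific sequences kept 71.2% of the AA level in AB (68.3 to 74.2) and 0.0980% in AABB (0.0318 to 0.229), whereas the *B. nigra*-specific ones kept 0.393% of the BB level in AB and 12.9% in AABB (11.5 to 14.6). The *B. rapa*-specific sequences of miR2624a, not listed as an rRNA fragment, fell equally far, from 54.2% in AB to 0.0555% in AABB (1 read). These names were singled out after their values were seen. From the same genomes at different doses, the paper reasons that dosage and not genome composition set the divergence of the small RNA profiles.

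**Figure D1:**
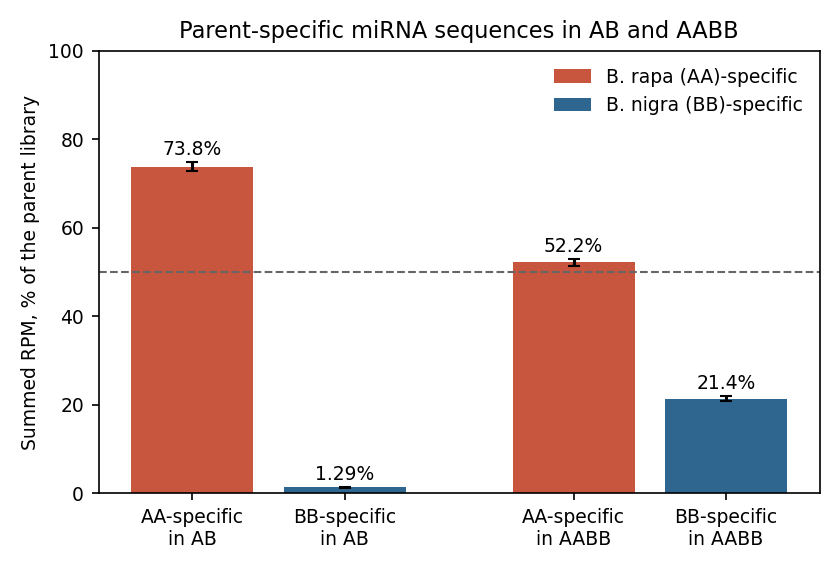
Summed RPM of the sequences specific to *B. rapa* (red) and to *B. nigra* (blue) in the AB and AABB libraries, as a percent of their RPM in that parent. Error bars are 95% intervals of the counting error, and the dashed line at 50% marks equal contributions. The *B. nigra*-specific bar in AB stands at 1.29%.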

### The expression of miRNAs and their target genes in the allodiploids and allotetraploids

miRNAs function as negative regulators of gene expression and are known to play markedly expanded roles in a variety of developmental processes affecting meristems, leaves, roots, and inflorescences [38]. The evolutionary conserved miR164, miR165, and miR166 regulate the development of leaves and contribute to the construction of leaf morphology. The overexpression of miR164, miR165 and miR166 reduce the levels of all CUC1, PHB, PHV, and REV genes and increase the development of SAM, which has effects on leaf development [39-42]. Similarly, the miR164a, miR165a, and miR166a levels were high and the CUC1, PHB, PHV, and REV levels were low in AABB compared with AB (Figures 9 and 8). In our previous study, AB and AABB presented significantly different phenotypes with respect to leaf length and width (Figure 2) [28].

In the vegetative to the reproductive phase, the targets of miR156, miR157, miR159 and miR169 participate in the activation of floral meristem identity genes. In *Arabidopsis*, as development proceeds, the decrease in the miR156/miR157 levels and the increase in SPLs in the SAM result in the activation of floral meristem identity genes [43,44]. A high expression level of miR169 is known to have a positive effect on the timing and development of flowers downstream of NFYA2 [42,43,45,46]. Similarly, in our phenotypic study, flower development was high in AABB compared with AB (Figures 2, 9, and 8). Moreover, the overexpression of miR159 results in a delay in flowering, which is associated with a reduction in the levels of MYB [47-49]. In our findings, flower timing was delayed in AABB compared with AB (Figures 9 and 8 and Additional file 8).

A large number of miRNAs from diverse plants have been identified in the response to metal stress [50-52]. Recent studies have shown that miR395 is induced by sulphur starvation and regulates a low-affinity sulphate transporter (SULTR2;1) and three ATP sulphurylases (including APS1 and APS4) [50,53-55]. Furthermore, transgenic plants over-expressing miR395 accumulate more sulphate in the plant shoots, which suggests that miR395 is involved in the regulation of sulphate allocation by targeting APS genes and SULTR2;1 [55]. In our study, AABB plants were found to overexpress miR395 and presented low expression of its target genes (APS1, APS4, and SULTR2;1) compared with AB plants (Figures 9 and 8). These results showed that AABB plants exhibit tolerance to sulphate deficiency and heavy metal stress. Previous studies have shown that AGO2 mRNA is targeted by miR403 [54,56]. Moreover, the regulation of miRNAs and their targets may result in novel phenotypes in allopolyploids [13]. In addition, AABB plants presented a higher level of AGO2 compared with the AB plants (Figure 8). Taken together, the data suggest that miRNAs regulate gene expression and induce phenotype variation, such as heterosis, in allotetraploids.

This study explored the role of small RNAs in wide hybridisation and polyploidisation between *B. rapa* and *B nigra*. The different miRNAs showed different expression levels in allodiploids and allotetraploids, which performed the phenotypic variation. However, some questions remain elusive, including how nonadditively expressed miRNAs and siRNAs affect growth and developmental traits, such as leaf shape, plant stature, biomass, flowering time, and fitness in allodiploids and allotetraploids, and whether and how siRNAs and DNA methylation play roles in this process. Therefore, further studies of the allodiploids and allotetraploids will be necessary.

## Conclusions

This study explored the role of small RNAs in wide hybridisation and allopolyploidisation between *Brassica rapa* (genome: AA) and *Brassica nigra* (genome: BB). When the A genome was crossed with the B genome, siRNA levels increased and decreased relative to their parents; *B. rapa* and *B. nigra*, respectively, while the DNA methylation levels increased relative to their parents. When the genome AB was doubled, the siRNA and DNA methylation levels of the allotetraploid decreased compared with its allodiploid. When the A genome was crossed with the B genome, the miRNA levels increased relative to their parents. 

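AB stayed close to AA in most miRNAs and far from BB. Of the 178 names that differed between the parents, AB differed from AA in 24 and from BB in 156. miR5718, a miRNA of unknown function, rose the most over AA, from 62 reads in AA and 13 in BB to 4754 in AB, with log2 ratios of 6.26 (95% interval 5.90 to 6.65) over AA and 8.46 (7.68 to 9.37) over BB. miR157a-3p, the passenger strand of miR157a, was higher in AB than in AA by 2.02 (1.38 to 2.69), and miR160a, which targets the auxin response factors ARF10, ARF16 and ARF17, by 1.62 (1.30 to 1.95). In AB both lay between the parents, at 9.99 RPM against 60.6 in BB for miR157a-3p and 31.3 against 73.8 for miR160a. miR394a, which targets the F-box gene LCR, rose over both parents, by 1.35 (0.86 to 1.86) over AA and 1.42 (0.91 to 1.94) over BB. miR395a, which targets the sulphate assimilation genes, was higher than in AA by 1.24 (0.94 to 1.55). miR528-5p fell from AA by 3.68 (interval −3.93 to −3.43), and miR169i, which targets NF-YA mRNAs, by 1.21 (−1.35 to −1.08). miR168a-3p, the passenger strand of the AGO1-targeting miR168a, was lower than in both parents, by −1.10 (−1.33 to −0.87) against AA and −1.14 (−1.37 to −0.91) against BB. Against BB, miR403 was lower by −2.70 (−2.83 to −2.58) and miR172a, which targets AP2-like flowering repressors, by −1.54 (−1.60 to −1.48). miR158a was higher than in BB by 6.86 (6.73 to 7.00).

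Over AA, the auxin and tasiRNA group (11 names) had a median of 0.50, at percentile 92.4, with 3 names higher. The small RNA pathway group (5 names) had a median of −0.96, at percentile 0.510, with 1 name lower. With members of at least 100 reads its median was −0.58, inside the percentile limits, and that of the Brassicaceae families −0.52, outside them. The phase change and flowering group (12 names) stood at 0.16 (percentile 73.6) with 1 name higher and 1 lower, and the nutrient and copper group (8 names) at −0.21 (percentile 16.7) with 1 higher. The leaf development group (8 names) stood at 0.14 (percentile 77.0), the Brassicaceae families (15 names) at −0.20 (percentile 6.54) and the rRNA-fragment names (3) at −0.12 (percentile 29.4), each with 0 names called. Over BB, the Brassicaceae families (16 names) had a median of 1.46 (percentile 88.5) with 7 names higher and 2 lower, and the leaf development group (9 names) had −0.63 (percentile 8.20) with 4 lower. The remaining groups over BB were phase change and flowering (12 names) at −0.45 (percentile 13.6, 4 lower), nutrient and copper (8) at 0.54 (percentile 70.1, 2 higher and 2 lower), small RNA pathway (5) at −1.14 (percentile 12.4, 3 lower), auxin and tasiRNA (11) at −0.45 (percentile 20.6, 2 higher and 5 lower) and rRNA fragments (3) at 1.06 (percentile 80.3, 2 higher).

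Against the mean of the parents, 54 names lay at least 2-fold above and 76 at least 2-fold below, and 33 of the former were above both parents and 18 of the latter below both. miR403, miR169i and miR172a were among the names below both, at log2 ratios of −2.08, −1.38 and −1.02 to the parental mean. The 2-fold limit applies to the mean and not to each parent. Against AA alone, miR403 (−0.96) and miR172a (−0.21) were lower by under 2-fold, and miR172a stood near its AA level. The AB library held almost no *B. nigra*-specific sequences, and its differences from BB were not separated from this lack.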

When the genome AB was doubled, the miRNA levels of the allotetraploid increased compared with its allodiploid. This result showed that siRNAs, DNA methylation and miRNA play key roles in maintaining the genomic stability through the regulation of small RNA levels. Moreover, most miRNAs were highly overexpressed in the allotetraploid, which might be induced by the heterosis, such as miR159, miR169, and miR164, miR165, and miR166, which have a major role in flower and leaf development in the allotetraploid. 

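The auxin and tasiRNA group stood out as higher in AABB than in AB and the names known as rRNA fragments as lower, while the other groups lay inside percentiles 2.5 to 97.5. The auxin and tasiRNA group (11 names) had the highest median log2 ratio of AABB over AB, 1.22 at percentile 99.1, with 6 names higher and 0 lower. The 6 were miR390a and miR391, each with its -3p strand, miR393b-3p and miR394a, whose own ratio was the median. Strands of the same hairpin are not independent, whereas the random groups were drawn name by name. Among the members not called were miR160a (0.63), miR167a (−0.24) and miR393b-5p (0.95), the other strand of the miR393b hairpin. In this group miR391 rose by 1.50 (95% interval 1.42 to 1.57), miR390a, the trigger of the tasiRNAs against ARF3 and ARF4, by 1.37 (1.23 to 1.50), and miR393b-3p, the passenger strand of the family against the TIR1 auxin receptors, by 1.90 (1.43 to 2.40). The small RNA pathway group (5 names) had a median of 1.16 at percentile 94.8, with 3 names higher. The leaf development group (9 names) had 0.81 at percentile 94.1, with 3 higher. In it miR396b, which limits the growth-regulating factors of leaf size, rose by 1.54 (1.41 to 1.68) and its passenger strand miR396b-3p from 77.5 to 338 RPM, or 2.12 (2.01 to 2.24). miR391 and miR396b were also higher in BB than in AA, at 2022 against 175 RPM and 177 against 50.2 RPM, as were 41 of all the names called higher in AABB than in AB. The AB library held almost no *B. nigra*-specific sequences, so the comparison of AABB with AB does not separate the return of *B. nigra* reads from the change in ploidy. The AABB generation came from selfing of allotetraploids made with colchicine, so generation and treatment are not separated from ploidy either. miR390a, at 156 RPM in AABB, lay above 70.4 RPM in AA and 82.7 in BB, by under 2-fold over the latter. The phase change and flowering group (12 names) had 0.59 at percentile 93.7, with 3 higher. The nutrient and copper group (8 names) had −0.68 at percentile 4.36, with 3 names lower and 0 higher. The laccase-directed miR397a fell by 1.33 (−1.39 to −1.28) and miR857 by 1.47 (−1.69 to −1.27), and miR408-5p, the most abundant miRNA of AB, went from 59476 to 37052 RPM, under 2-fold. The other strand of the miR408 hairpin, miR408-3p, was nearly unchanged, at 412 RPM in AB and 430 in AABB. The Brassicaceae families (17 names) stood at 0.29 (percentile 67.2, 3 higher and 2 lower), or at −0.02 per 1000000 miRNA reads. Names known as rRNA fragments (3) had −1.98 at percentile 0.685 and all 3 were lower, with miR2911 at 2046 RPM in AB and 518 in AABB. All rRNA and tRNA reads of the paper's Table S6 also fell over this pair, by 0.66 and 0.55 in log2, so a difference in library or RNA quality is not separated from this change.

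The largest single rises were those of miR482b-5p, from 4 to 3360 reads (9.82, interval 8.46 to 11.69), of miR1887, from 1 to 297 reads (8.32, interval 5.83 to 13.62), and of miR837-3p, from 8 to 1249 reads (7.39, interval 6.41 to 8.60). miR482b-5p stood in AABB near its level in BB, whereas miR837-3p stood at 127 RPM in AABB, over both parents, at 0.570 in AA and 15.1 in BB. miR5718 fell the most, by 8.21 (−9.04 to −7.48). Among the 171 names with at least 100 reads in these libraries, 87 were higher in AABB (50.9%, 95% exact Clopper-Pearson interval 43.1 to 58.6) and the median ratio was 0.03. Per 1000000 miRNA reads 68 of them were higher, and the median was −0.28. Against the mean of the parents, 63 names of AABB lay at least 2-fold above and 58 below, with 38 above both parents and 17 below both. Some of the 63, and none of the 38, had 0 reads in AABB and were placed above a low mean by the floor of 3 reads. The balance turned with scaling, to 51 above and 77 below per 1000000 miRNA reads (28 and 26 beyond both parents) and 52 and 75 with TMM (30 and 25). On RPM it also turned with at least 10 reads over the 4 libraries, to 51 and 55, and with at least 100, to 29 and 37. miR837-3p and miR396b-3p were above both, at 4.02 and 1.96 over the parental mean, and miR2911 and miR894 were below both, at −1.49 and −1.28.

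**Figure D2:**
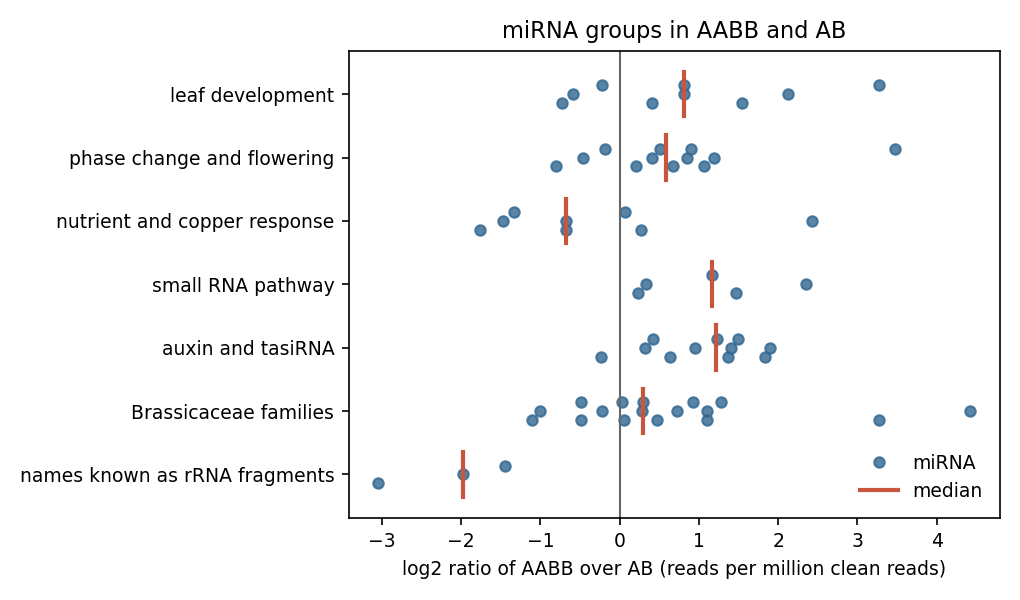
log2 ratio of AABB over AB (horizontal axis, from RPM) for the members of each miRNA group (vertical axis). Each point is a miRNA name in 1 library per genotype and each red line is the median of the group, highest for auxin and tasiRNA at 1.22 and lowest for the rRNA-fragment names at −1.98. The Brassicaceae median changes sign per 1000000 miRNA reads.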

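Of the leaf and flower miRNAs, miR164a, miR165a and miR169i were higher in the AABB library than in AB and miR166a and, in all its reads, miR159a were lower, all by less than 2-fold. miR164a, which limits leaf serration and organ boundaries through the CUC genes, went from 3871 to 5133 RPM, a log2 ratio of 0.41 (95% interval 0.39 to 0.43). miR165a went from 615 to 1079 RPM, or 0.81 (0.77 to 0.86). miR166a, which shares the HD-ZIP III targets of miR165a, went from 17846 to 15308 RPM, or −0.22 (−0.23 to −0.21). miR169i went from 62.4 to 99.1 RPM, or 0.67 (0.52 to 0.81). miR159a, which silences GAMYB-like genes of anthers, went from 156.8 to 89.8 RPM, or −0.80 (−0.92 to −0.69). Of the other miRNAs measured by qRT-PCR, miR157a and the AGO2-directed miR403 rose and miR395a fell beyond 2-fold. miR157a went from 33773 to 76845 RPM (1.19, interval 1.18 to 1.19), and miR403 from 59.2 to 133 RPM (1.16, interval 1.02 to 1.30, p = 6.91e-66 by the exact Audic-Claverie test on the reads of the libraries). miR395a went from 29.2 to 8.57 RPM (−1.77, interval −2.13 to −1.42). miR156a went from 41898 to 77838 RPM, or 0.89 (0.89 to 0.90), which is back at its AA level of 79231 RPM. None of these 9 ratios changed sign under the other scalings, but per 1000000 miRNA reads miR157a (0.87) and miR403 (0.85) were under 2-fold and miR159a (−1.12) beyond it. On the reads that match its qRT-PCR primers, miR159a changed sign, to 0.39, with 446 reads in AB and 544 in AABB.

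**Figure D3:**
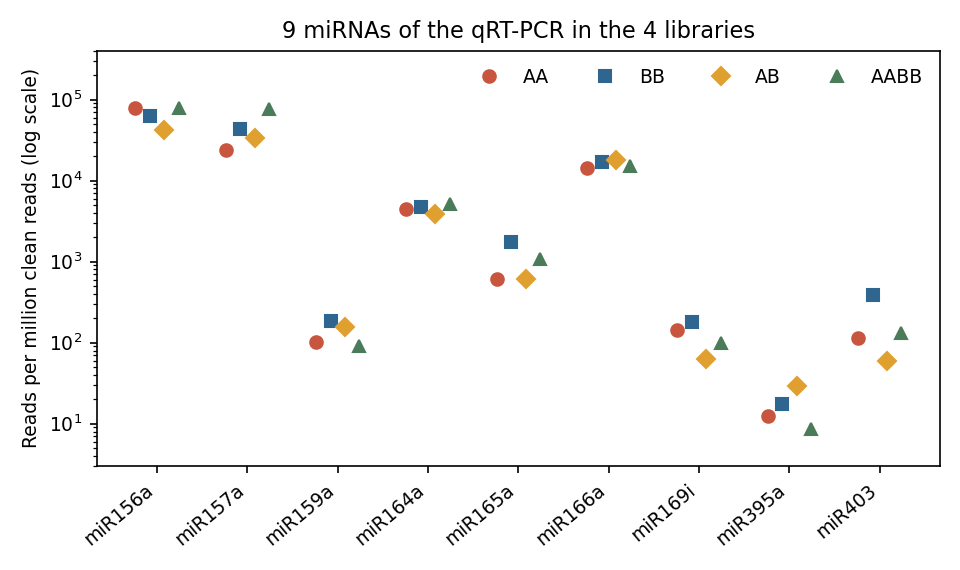
RPM (vertical axis, log scale) of the 9 miRNAs of the qRT-PCR (horizontal axis) in the AA, BB, AB and AABB libraries, 1 point per library and no replicates. miR156a and miR157a stand near 77838 and 76845 RPM in AABB, and miR395a is lowest in AABB at 8.57 RPM.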

Taken together, the findings of this study demonstrated that siRNAs and miRNAs maintain the genomic and phenotypic stability in the allotetraploid. Therefore, the present findings may provide new information for elucidating the effects of small RNAs on the formation of allopolyploidisation.

## Methods

### Plant materials

Wide hybridisation between *B. rapa* (♀, genome: AA) and *B. nigra* (♂, genome: BB) was performed to produce allodiploids (F_1_, genome: AB), and subsequently allotetraploids (F_1_, genome: AABB) were obtained by treating the allodiploids with 0.2% colchicine for 16 h, as described in our pervious study reported by Ghani et al., [28]. After selfing of the allotetraploids, F_2_ allotetraploids were obtained (Additional file 8). All of the plants were grown in vermiculite mixed with 30% soil in a growth chamber under growth conditions of 22/18°C (day/night) and 16 h of illumination per day. The leaves from three plants of each type were collected 45 days after sowing in the vegetative stage for the analyses of the genetic and epigenetic alterations.

Sequence-related amplified polymorphism (SRAP) analysis was performed in the present study using twenty primer pairs (Additional file 2) according to a previously described method [57]. A modified version of the CTAB method was used to extract the genomic DNA [58]. To obtain reproducible and clear banding patterns, each amplification was repeated three times, and only bands showing consistent amplifications were scored.

### MSAP analysis

Methylation-sensitive amplification polymorphism (MSAP) analysis was performed as described by Xiong *et* al. [59]. It contains double enzymes restriction (EcoRI, HpaII/MspI), adapter ligation, pre-amplification and selective amplification. The primers used for selective amplification contained three selective nucleotides (Additional file 2). For the data analysis, values of 1 and 0 were used to represent the appearance of a fragment and the disappearance of a fragment in MSAP, respectively. Further, type (1,1) represented the appearance of fragments in both the *Msp*I and *Hpa*II lanes, type (1,0) represented the appearance of fragments only in the *Hpa*II lanes, type (0,1) represented the appearance of a fragment only in the *Msp*I lane, and type (0,0) represented the disappearance of fragments in both the *Msp*I and *Hpa*II lanes. To obtain reproducible and clear banding patterns, each amplification was repeated three times, and only bands showing consistent amplifications were scored.

### High-throughput sequencing of small RNAs

To determine small RNA populations in *B. rapa, B. nigra* and their progenitors (both the allodiploid and the allotetraploid), small RNA libraries were generated from the leaves of the four genotypes, i.e., *B. rapa* (AA), *B. nigra* (BB), the allodiploid (AB), and the allotetraploid (AABB). The total RNA was isolated using the Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions and was sent to Beijing Genomics Institute (BGI) for sequencing. After treatment of the raw data, the clean sequences were subjected to further analyses as previously described [60]. The clean reads were analysed by length distribution and common sequences. The sequences were then matched to the genome of all of the plants to identify the repeat-associated sRNAs and to assess the expression of sRNAs. We identified known miRNAs using miRBase. To reveal the differential expression of miRNAs, the abundance of miRNAs in all of the libraries was normalised. The normalisation values were compared between the two libraries and were calculated in the form of fold-changes (fold-change = log2 (treatment/control). Moreover, the *p-value* was obtained using a previously described formula [61]. For the prediction of targets, the gene function, including the biological process, cellular component localisation, and molecular function of the genes were analysed. The small RNA sequence data are deposited in GEO with accession number GSE61872 (http://www.ncbi.nlm.nih.gov/geo).

### The expression of miRNAs and targeted genes using quantitative RT-PCR analysis

Stem-loop qRT-PCR was used to quantify the miRNA shown to have a significantly different expression. The sequences of nine miRNAs were obtained from high-throughput sequencing, and primers were designed using the Primer software. Next, 2 μg of the total RNA were converted into cDNA using complementary designed primers. Moreover, poly (A)-tailed qRT-PCR was used to quantify the expression of the target genes. Two μg of the total RNA were converted into cDNA using oligo (dT) primers. The specific forward and reverse primers were designed using GenScript. A total volume of 25 μl containing 12.5 μl of SYBR, 2.0 μl of cDNA, 1.0 μl of the forward primer, 1.0 μl of the reverse primer, and 8.5 μl of sterilised distilled water was amplified using ABI STEPONE Real-Time PCR. The cycling conditions were 95°C for 30 s followed by 40 cycles of 5 s at 95°C and 30 s at 60°C. All of the reactions were performed in triplicate, and the U6 gene and 25 s rRNA served as references for the quantification of miRNAs and the target genes, respectively. The primers used in this study are shown in Additional file 2. The threshold cycle (CT) values were obtained automatically using ABI STEPONE, and the fold changes for each gene were quantified as the relative quantity (RQ) values using CT (2-ΔΔCt).

### Availability of supporting data

The sequences data sets supporting the results of this article are available in GEO with accession number GSE61872 (http://www.ncbi.nlm.nih.gov/geo).

## Additional files

Additional file 1: Table S2. DNA methylation levels in the parents and their allodiploid and allotetraploid plants, as detected by the methylation-sensitive amplified polymorphism (MSAP) assay. Table S3 A comparison of DNA methylation patterns based on the MSAP data between parents and their allodiploids and allotetraploids. Figure S3 DNA methylation in the parents (AA and BB) and their allodiploid (AB) and allotetraploid (AABB): (a) demethylation in all of the samples, (b) methylation in all of the samples, (c) demethylation in the offspring compared with the parents, and (d) methylation in the offspring compared with the parents. Additional file 2:
**An Excel spreadsheet containing the primer of SRAP, the sequence of the MSAP adapters and primers used in this study, the primer sequence of the miRNA, and the primer sequence of the targeted gene.**
Additional file 3: Table S1. Genetic alterations in the parents and their allodiploid and allotetraploid plants. Figure S2 Genetic alteration in the parents (AA and BB), the allodiploid (AB), and the allotetraploid (AABB): (a) novel fragments, (b) loss of fragments compared with the parents, and (c, d) parents appear to fragment with offspring. Additional file 4: Table S4. The summary of small RNA sequencing data. Table S5 The interaction between parents and their allodiploid and allotetraploid plants. Table S6 The distribution of the genome-mapped sequence reads in the small RNA libraries. Additional file 5:
**An Excel spreadsheet containing the repeat AA, BB, AB, and AABB.**
Additional file 6:
**An Excel spreadsheet containing the known miRNA expression levels between the allodiploid and allotetraploid plants, the known miRNA expression levels between the parents and the allotetraploid, the known miRNA expression levels between the parent and the allotetraploid the known miRNA expression levels between the parents and the allodiploid, the known miRNA expression levels between the parents and the allodiploid, the known miRNA expression levels between the parents, and the novel miRNA expression levels between the allodiploid and the allotetraploid, the novel miRNA expression levels between the parents and the allotetraploid, the novel miRNA expression levels between the parents and the allotetraploid, the novel miRNA expression levels between the parents and the allodiploid, the novel miRNA expression levels between the parents and the allodiploid, the novel miRNA expression levels between the parents, and the known miRNA sequence AABB, the known miRNA sequence AB, the known miRNA sequence AA, the known miRNA sequence BB, the novel miRNA sequence AABB, the novel miRNA sequence AB, the novel miRNA sequence AA, the novel miRNA sequence BB, and the known miRNAs and prediction target genes in AA, the known miRNAs and prediction target genes in BB, the known miRNAs and prediction target genes in AB, the known miRNAs and prediction target genes in AABB, and the novel miRNAs and prediction target genes in AA, the novel miRNAs and prediction target genes in BB, the novel miRNAs and prediction target genes in AB and the novel miRNAs and prediction target genes in AABB.**
Additional file 7:
**An Excel spreadsheet containing the related crop family miRNAs.**
Additional file 8: Figure S1. The number of days for the flowering of the parents and their allodiploid and allotetraploid plants.

# Supplementary material for: The role of small RNAs in wide hybridisation and allopolyploidisation between Brassica rapa and Brassica nigra
**Source:** BMC Plant Biol. 2014 Oct 19;14:272. doi: 10.1186/s12870-014-0272-9
**Supplement:** Additional file 1: Table S2. — DNA methylation levels in the parents and their allodiploid and allotetraploid plants, as detected by the methylation-sensitive amplified polymorphism (MSAP) assay. Table S3 A comparison of DNA methylation patterns based on the MSAP data between parents and their allodiploids and allotetraploids. Figure S3 DNA methylation in the parents (AA and BB) and their allodiploid (AB) and allotetraploid (AABB): (a) demethylation in all of the samples, (b) methylation in all of the samples, (c) demethylation in the offspring compared with the parents, and (d) methylation in the offspring compared with the parents.

**Table S2** DNA methylation levels in the parentsand their allodiploid and allotetraploid, as detected by the methylation-sensitive amplified polymorphism (MSAP) assay.

| Sample | DNA methylation status | | | | Total bands | Total methylated bands | Total methylated % |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 11 | 10 | 01 | 00 |
| AA | 425 | 254 | 304 | 471 | 1449 | 1029 | 71.01b |
| 29.33 % | 17.52% | 20.97 % | 32.51 % |
| BB | 384 | 329 | 305 | 431 | 1449 | 1065 | 73.50a |
| 26.50 % | 22.71 % | 21.05 % | 29.74 % |
| AB | 451 | 231 | 355 | 412 | 1449 | 998 | 68.88c |
| 31.12 % | 15.94 % | 24.50 % | 28.43 % |
| AABB | 568 | 207 | 270 | 404 | 1449 | 881 | 60.80d |
| 39.20 % | 14.29 % | 18.63 % | 27.87 % |

**Table S3** Comparison of DNA methylation patterns based on the MSAP data between parents and their allodiploid and allotetraploid.

The open circle (○) indicates demethylation in the hybrid compared to one or both of the parents. The filled circle (●) indicates methylation or hypermethylation in the hybrid compared to one or both of the parents.

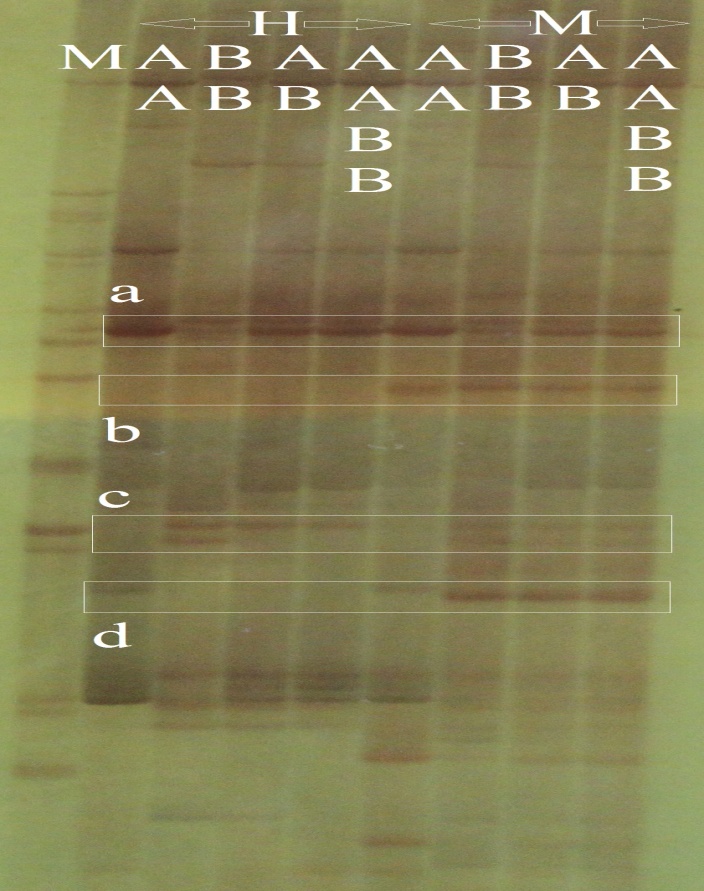

**Figure S3** DNA methylation in the parents (AA and BB) and their allodiploid (AB) and allotetraploid (AABB): (a) demethylation in all of the samples, (b) methylation in all of the samples, (c) demethylation in the offspring compared with the parents, and (d) methylation in the offspring compared with the parents.

# Supplementary material for: The role of small RNAs in wide hybridisation and allopolyploidisation between Brassica rapa and Brassica nigra
**Source:** BMC Plant Biol. 2014 Oct 19;14:272. doi: 10.1186/s12870-014-0272-9
**Supplement:** Additional file 3: Table S1. — Genetic alterations in the parents and their allodiploid and allotetraploid plants. Figure S2 Genetic alteration in the parents (AA and BB), the allodiploid (AB), and the allotetraploid (AABB): (a) novel fragments, (b) loss of fragments compared with the parents, and (c, d) parents appear to fragment with offspring.

**Table S1** Genetic alterations in parents and their allodiploid and allotetraploid

| Sample | Total fragments | Appear fragments with parents | | Disappear fragments with parents | | Novel fragments | Total genetic alteration | Genetic alteration |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| H | NY | H | NY | % |
| AA | 350 | − | − | − | − | − | − | − |
| BB | 401 | − | − | − | − | − | − | − |
| AB | 455 | 22 | 36 | 12 | 16 | 19 | 47 | 10.32b |
| AABB | 495 | 44 | 72 | 27 | 38 | 41 | 106 | 21.41a |

0000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000000

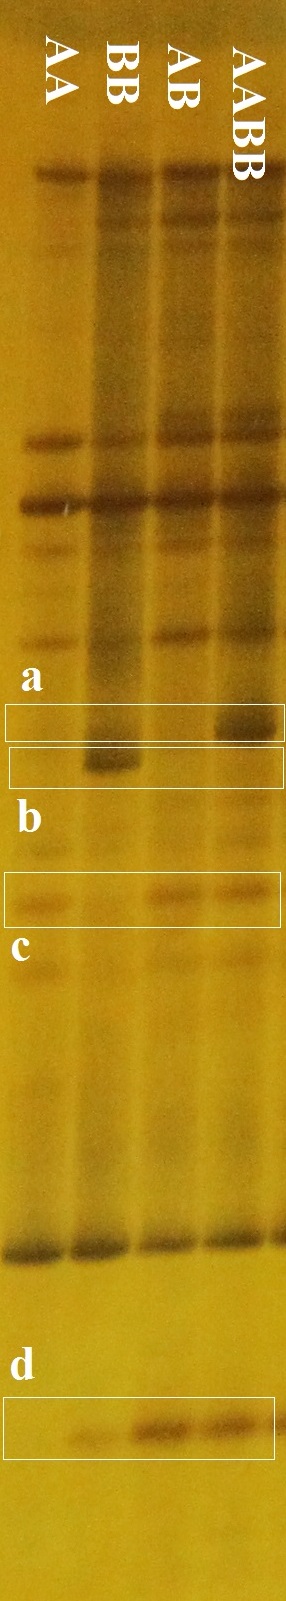

**Figure S2** Genetic alteration in the parents (AA and BB), allodiploid (AB), and allotetraploid (AABB): (a) novel fragments, (b) loss of fragments compared with the parents, and (c, d) parent appear fragment with offspring.

# Supplementary material for: The role of small RNAs in wide hybridisation and allopolyploidisation between Brassica rapa and Brassica nigra
**Source:** BMC Plant Biol. 2014 Oct 19;14:272. doi: 10.1186/s12870-014-0272-9
**Supplement:** Additional file 4: Table S4. — The summary of small RNA sequencing data. Table S5 The interaction between parents and their allodiploid and allotetraploid plants. Table S6 The distribution of the genome-mapped sequence reads in the small RNA libraries.

**Table S4 Summary of small RNA sequencing data**

| Type | AA |  | BB |  | AB |  | AABB |
| --- | --- | --- | --- | --- | --- | --- | --- |
| count |  | count |  | count |  | count |
| total reads | 10654462 |  | 10284599 |  | 10916518 |  | 9954925 |
| high quality | 10617193 (100%) |  | 10248915 (100%) |  | 10877646 (100%) |  | 9921069 (100%) |
| 3'adapter null | 1693 (0.02%) |  | 1714 (0.02%) |  | 2647 (0.02%) |  | 1541 (0.02%) |
| insert null | 2852 (0.03%) |  | 1877 (0.02%) |  | 3136 (0.03%) |  | 1632 (0.02%) |
| 5'adapter contaminants | 34591 (0.33%) |  | 75528 (0.74%) |  | 159731 (1.47%) |  | 36899 (0.37%) |
| Smaller than 18nt | 56390 (0.53%) |  | 65119 (0.64%) |  | 195649 (1.80%) |  | 76960 (0.78%) |
| polyA | 666 (0.01%) |  | 798 (0.01%) |  | 762 (0.01%) |  | 1021 (0.01%) |
| clean reads | 10521976 (99.10%) |  | 10102904 (98.58%) |  | 10515721 (96.67%) |  | 9803016 (98.81%) |

**Table S5 Interaction between parents and their allodiploid and allotetraploid**

| Class | Unique sRNAS | Percent (%) | Total sRNAS | Percent (%) |
| --- | --- | --- | --- | --- |
| Total sRNAs of AA & BB | 4050500 | 100.00% | 20624880 | 100.00% |
| AA & BB | 160382 | 3.96% | 12517811 | 60.69% |
| AA specific | 1874552 | 46.28% | 4011714 | 19.45% |
| BB specific | 2015566 | 49.76% | 4095355 | 19.86% |
| Total sRNAs of AA & AB | 3753616 | 100.00% | 21037697 | 100.00% |
| AA & AB | 575751 | 15.34% | 17106237 | 81.31% |
| AA specific | 1459183 | 38.87% | 1696152 | 8.06% |
| AB specific | 1718682 | 45.79% | 2235308 | 10.63% |
| Total sRNAs of AA & AABB | 3958365 | 100.00% | 20324992 | 100.00% |
| AA & AABB | 417947 | 10.56% | 15197850 | 74.77% |
| AA specific | 1616987 | 40.85% | 2185445 | 10.75% |
| AABB specific | 1923431 | 48.59% | 2941697 | 14.47% |
| Total sRNAs of BB & AB | 4311021 | 100.00% | 20618625 | 100.00% |
| BB & AB | 159360 | 3.70% | 12102607 | 58.70% |
| BB specific | 2016588 | 46.78% | 4080098 | 19.79% |
| AB specific | 2135073 | 49.53% | 4435920 | 21.51% |
| Total sRNAs of AABB & BB | 4165902 | 100.00% | 19905920 | 100.00% |
| AABB & BB | 351424 | 8.44% | 13536377 | 68.00% |
| AABB specific | 1989954 | 47.77% | 3598711 | 18.08% |
| BB specific | 1824524 | 43.80% | 2770832 | 13.92% |
| Total sRNAs of AABB & AB | 4218624 | 100.00% | 20318737 | 100.00% |
| AABB & AB | 417187 | 9.89% | 14616941 | 71.94% |
| AABB specific | 1924191 | 45.61% | 2947673 | 14.51% |
| AB specific | 1877246 | 44.50% | 2754123 | 13.55% |

**Table S6 Distribution of the genome-mapped sequence reads in small RNA libraries**

| Category | AA | | BB | | AB | | AABB | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Unique sRNAs | Total sRNAs | Unique sRNAs | Total sRNAs | Unique sRNAs | Total sRNAs | Unique sRNAs | Total sRNAs |
| Total | 2034934  (100%) | 10521976  (100%) | 2175948  (100%) | 10102904  (100%) | 2294433  (100%) | 10515721  (100%) | 2341378  (100%) | 9803016  (100%) |
| Exon antisense | 3138  (0.15%) | 6180  (0.06%) | 1780  (0.08%) | 4644  (0.05%) | 2832  (0.12%) | 5086  (0.05%) | 2422  (0.10%) | 3816  (0.04%) |
| Exon sense | 16252  (0.80%) | 32593  (0.31%) | 15032  (0.69%) | 34540  (0.34%) | 15863  (0.69%) | 32059  (0.30%) | 10630  (0.45%) | 19238  (0.20%) |
| Intron antisense | 200  (0.01%) | 269  (0%) | 140  (0.01%) | 240  (0%) | 165  (0.01%) | 214  (0%) | 234  (0.01%) | 397  (0%) |
| Intron sense | 698  (0.03%) | 889  (0.01%) | 417  (0.02%) | 512  (0.01%) | 612  (0.03%) | 754  (0.01%) | 490  (0.02%) | 591  (0.01%) |
| miRNA | 22954  (1.13%) | 2526482  (24.01%) | 22716  (1.04%) | 2176470  (21.54%) | 24143  (1.05%) | 2183129  (20.76%) | 23061  (0.98%) | 2524964  (25.76%) |
| rRNA | 180332  (8.86%) | 2677435  (25.45%) | 184445  (8.48%) | 2717179  (26.90%) | 170676  (7.44%) | 2570703  (24.45%) | 126458  (5.40%) | 1514595  (15.45%) |
| repeat | 1270  (0.06%) | 42307  (0.40%) | 1532  (0.07%) | 17258  (0.17%) | 1628  (0.07%) | 63114  (0.60%) | 2084  (0.09%) | 155977  (1.59%) |
| snRNA | 2328  (0.11%) | 7378  (0.07%) | 1825  (0.08%) | 5046  (0.05%) | 2121  (0.09%) | 5468  (0.05%) | 2173  (0.09%) | 4812  (0.05%) |
| snoRNA | 1167  (0.06%) | 2599  (0.02%) | 897  (0.04%) | 1705  (0.02%) | 920  (0.04%) | 1631  (0.02%) | 893  (0.04%) | 1667  (0.02%) |
| tRNA | 16627  (0.82%) | 510445  (4.85%) | 16433  (0.76%) | 676355  (6.69%) | 15368  (0.67%) | 515949  (4.91%) | 11700  0(.50%) | 327739  (3.34%) |
| unann | 1789968  (87.96%) | 4715399  (44.81%) | 1930731  (88.73%) | 4468955  (44.23%) | 2060105  (89.79%) | 5137614  (48.86%) | 2161233  (92.31%) | 5249220  (53.55%) |

# Supplementary material for: The role of small RNAs in wide hybridisation and allopolyploidisation between Brassica rapa and Brassica nigra
**Source:** BMC Plant Biol. 2014 Oct 19;14:272. doi: 10.1186/s12870-014-0272-9
**Supplement:** Additional file 8: Figure S1. — The number of days for the flowering of the parents and their allodiploid and allotetraploid plants.

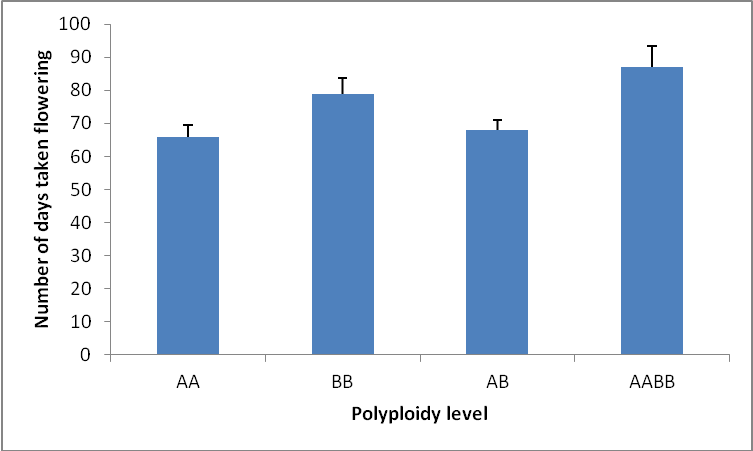

**Figure S1** Number of days for the flowering of the parents and their allodiploid and allotetraploid plants.

How the deposited data were processed for this re-analysis (not part of the article)

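Leaf small RNAs of *B. rapa* (AA), *B. nigra* (BB), the allodiploid (AB) and the allotetraploid (AABB) were sequenced as 1 library per genotype. The authors removed adapters, short inserts and polyA reads, collapsed the reads to different sequences, annotated known miRNAs by a search against miRBase, and deposited a count of raw reads for each sequence so annotated, with its length and 1 miRNA name. The text gives a search with Blastn over 18 to 23 nt, while the files also hold longer sequences, and the mismatch limit is not named in the paper's text. The submitters' processing notes name Bowtie 0.12.2 and the genome build mm8, a mouse build, without saying what they were used for. The number of plants behind each library is not stated for the sequencing. No reference genome was used here, so no position in a genome is given.

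The total reads and the number of different sequences of each file were checked against the paper's Table S6 and were equal to it. Reads of all sequences with the same name were summed, which gave 320 names, and were scaled to reads per 1000000 clean reads with the clean reads of Table S4. The 6 pairs of libraries were compared with the Audic-Claverie test on the reads of 2 libraries, called at p under 0.01 and at least 2-fold, which are the thresholds behind the double asterisk in Additional file 6. Ratios carry exact conditional binomial 95% intervals, shares carry exact Clopper-Pearson intervals, and levels carry exact Poisson intervals, all for counting error only. A count of 0 was set to 3 reads for a ratio. The hybrids were also set against the mean of the parents, at 2-fold and outside the intervals of both parents. There the floor of 3 reads can place a name with 0 reads in the hybrid above a low mean. Sequences with at least 20 reads in 1 parent and 0 in the other were followed in AB and AABB. Bray-Curtis distances and Spearman's rho across names were computed for all pairs. With 1 library per genotype no test between genotypes, no paired test and no other split of the samples was possible, and DESeq2 and edgeR served only for scaling factors.

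Most named miRNAs were chosen by a rule set before the data were examined, though the values of Additional file 6 for AB and AABB had been seen. The rule took the miRNAs that the paper names, the 5 highest and 5 lowest ratios per comparison among names with at least 100 reads and p under 0.01, the 10 most abundant names, and up to 4 abundant members of each group. miR5716, miR6028, miR394a, miR396b, miR393b-3p and the parent-specific sequences of miR2911, miR1310, miR2624a, miR159a and miR482b-5p were singled out after their values were seen. The 7 groups were leaf development, phase change and flowering, nutrient and copper response, small RNA pathway, auxin and tasiRNA, Brassicaceae families, and names known as rRNA fragments. Their families were listed from general knowledge, and members needed at least 10 reads in the pair. Percentiles come from 10000 random groups of the same size, drawn from names of similar abundance.

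The calls, intervals and groups were first run on counts simulated from the AB reads of 320 names, at the clean reads of AB and AABB. Of 20 names each changed by 2.5-fold, 4-fold and 8-fold, all 20 were called in the right direction at each size, and 1 of 229 unchanged names was called. The intervals held the true ratio for 97.9% of the names. The simulated libraries differed by counting error alone, which the test and the intervals assume. These results thus do not measure false calls between plants or library preparations. A simulated leaf development group raised 4-fold stood at percentile 100, and 0 of 7 groups lay outside percentiles 2.5 to 97.5 without a change. For the parent-specific sequences, a simulated mix of equal parts gave 49.9% of the AA and 50.3% of the BB level, and a library of A genome reads alone gave 100% and 0%. These mixes were drawn from the same parental counts that define the sequences, so their values follow from the construction. They check the computation only, and not what a real library of either kind would give.

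The alternatives set beforehand were reads per 1000000 miRNA reads, TMM factors and median-of-ratios size factors as scalings, a minimum of 10 or 100 reads, an exact binomial test with Benjamini-Hochberg adjustment, the most abundant sequence of each name, the whole family, reads that match the qRT-PCR primers, sequences of 20 to 22 nt or with at least 2 reads, leaving out rRNA-fragment names or the most abundant sequence, clean reads without rRNA and tRNA, thinning to the smallest library, other limits for parent-specific sequences, and distances over sequences or log2 values. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 for the scaling factors. siRNAs, repeat-associated RNAs and miRNAs predicted without a miRBase entry were not analysed here, and neither were the targets, the methylation and sequence polymorphism markers or the qRT-PCR values.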

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

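The test against the small RNAs of Table S5 was chosen only after the result was seen. Each value rests on 1 library per genotype.

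The *B. nigra*-specific miRNA sequences, which the paper does not report on, kept 1.293% of their BB level in AB (0.3839% without miR159a) and 21.39% in AABB, and the *B. rapa*-specific ones kept 73.78% of their AA level in AB and 52.19% in AABB. A detection limit is argued against by the AABB library, where 79.94% of the *B. nigra*-specific sequences were seen at a similar depth, and silencing of single *B. nigra* miRNA loci by the 1.538% of 65 names (miR159a alone, upper bound 8.28%) that stayed above 25% of BB, where at least 20% of names was required. Silencing limited to miRNA loci would leave the other *B. nigra* small RNAs in AB, yet BB and AB share 3.70% of all different small RNAs in the paper's Table S5, below the 3.96% of the parents. An AB library of A genome RNA and a silencing of nearly all *B. nigra* small RNAs in AB cannot be told apart. The former required a level above 75%, interval included, and the 73.78% lies under it. With at least 10 reads in the parent the level was 75.18%, with an interval (74.19 to 76.18) that spans the limit. With up to 1% allowed in the other parent it was 83.74% and passed. There the *B. rapa* form of miR408-5p alone gave 637944 of the 874533 reads in AA. The silencing of nearly all *B. nigra* small RNAs was not tested. The paper's Table S3 of DNA methylation markers lists bands scored in BB and AB but not in AA, which does not settle what the RNA was.

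miR5718, a name that the paper does not discuss, had 452.1 RPM in AB, over 10 times its level in each of the other 3 libraries, at 5.89 RPM in AA, 1.29 in BB and 1.53 in AABB. No explanation was tested for it.

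The levels of miR5716 and miR6028 stood below those of both parents in AB and above those of both in AABB. The log2 ratio to the parental mean was −3.22 in AB and 1.10 in AABB for miR5716, from 3 and 56 reads, and its rise over AA in AABB was under 2-fold (0.82, interval 0.18 to 1.48). For miR6028 it was −3.74 in AB, a bound from 0 reads, and 1.32 in AABB, from 93 reads. miR6028 was not shown to leave the range of the parents, since AABB over BB had a ratio of 0.35 (−0.10 to 0.81) and AA had 2 reads against 0 in AB. Between the libraries, AABB over AB was higher by 4.32 (2.70 to 6.64) for miR5716 and at least 33.2-fold for miR6028, and whether the genotypes differ was not tested.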

How the results depend on the processing

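All the alternatives were set before the data were examined, and none was added later. No paired analysis was possible because each genotype has 1 library. For the same reason no library was left out in turn. For every value that moved, turned round or changed its side of a limit, the cause was not tested, apart from changes that follow from the construction of the alternative.

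Of 1109 log2 ratios of named miRNAs under the alternatives, 1007 kept their direction and their side of the limits, 30 passed the limits only under an alternative, 22 no longer passed them and 50 changed sign. Per 1000000 miRNA reads, miR157a (0.87) and miR403 (0.85) in AABB over AB no longer passed them and miR159a (−1.12) did. With the most abundant sequence alone and with the reads that match the qRT-PCR primers, miR159a became 0.39 in AABB over AB and −0.35 in AB over AA, miR164a 0.92 in AB over BB and 1.30 in AA over BB, miR156a 0.07 in AB over BB and miR395a 0.03 in AA over BB. The most abundant sequence also turned miR5257 (−0.50) and miR5263 (−0.55) in AB over AA, miR396b-3p in AB over BB (0.05), miR168a in AABB over AB (−0.14) and AA over BB (0.12), and miR168a-3p in AA over BB (0.32). With the whole family, miR160b-3p turned to 0.16 in AB over AA, −0.01 in AB over BB and −0.18 in AA over BB, and miR408-3p to −0.20, 0.87 and 1.07 there and to −0.68 in AABB over AB. Per 1000000 miRNA reads, miR158a (−0.28), miR158b-3p (−0.26), miR408-3p (−0.25), miR5257 (−0.15) and miR168a (−0.08) turned in AABB over AB, miR1310 (0.09), miR894 (0.10), miR168a (0.02) and miR408-5p (0.01) in AB over AA, and miR894 in AA over BB (−0.01). With TMM and size factors, miR158a (−0.04 and −0.11), miR158b-3p (−0.02 and −0.09) and miR408-3p (−0.01 and −0.08) turned in AABB over AB, miR165a (−0.05 and −0.09) and miR391 (−0.00 and −0.05) in AB over AA, and miR166a (−0.04 and −0.05) and miR894 (−0.09 and −0.10) in AB over BB. With size factors miR2911 turned in AB over AA (−0.02). The cause was not tested.

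Of 84 group medians under the alternatives, 76 kept their direction and place. Per 1000000 miRNA reads the Brassicaceae families turned to 0.01 in AB over AA and −0.02 in AABB over AB, and in AB over AA the rRNA-fragment names turned to 0.09 and the nutrient and copper group to 0.00. With members of at least 100 reads, the small RNA pathway group of AB over AA moved inside the percentile limits at −0.58. The Brassicaceae families moved outside them at −0.52 in AB over AA and 5.51 in AA over BB, as did the auxin and tasiRNA group of AA over BB at −1.59. The cause was not tested.

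Of 72 counts of called miRNAs, 70 stayed within 1.5 times. The lower calls of AABB over AA were 65 with size factors, and those of AABB over AB were 72 per 1000000 miRNA reads, where the names of AABB below both parents were 26. The other 23 counts against the parental mean stayed within 1.5 times, but the balance of AABB turned, from 63 above and 58 below to 51 and 77 per 1000000 miRNA reads and 52 and 75 with TMM. With at least 10 reads over the 4 libraries it turned to 51 and 55. The 63 include names with 0 reads in AABB that the floor of 3 reads placed above the mean.

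The miRNA shares of AA, BB, AB and AABB were 23.08, 20.56, 19.79 and 25.07% with 20 to 22 nt only. They were 23.88, 21.41, 20.62 and 25.61% with at least 2 reads per sequence, and 23.79, 21.43, 20.53 and 25.70% without rRNA-fragment names. Without the most abundant sequence they were 16.79, 17.41, 15.32 and 18.55%, and without rRNA and tRNA in the clean reads 34.45, 32.44, 29.39 and 31.72%. AB was lowest under all 5, and AABB was highest except in the last, where AA and BB were above it. The 21-nt shares in that order were 87.84, 69.91, 65.07 and 56.95% without the most abundant sequence. They were 61.92, 76.02, 74.96 and 69.13% without rRNA-fragment names, and 61.66, 76.04, 74.59 and 69.27% with at least 2 reads. With at least 2 reads the different sequences were 8951, 8808, 9220 and 8705, and thinning to the smallest library kept all 4 numbers within 1.5 times.

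For the *B. rapa*-specific sequences, the level in AB was 75.18% of AA with at least 10 reads in the parent, 72.00% with at least 50, and 83.74% with up to 1% of the parent's RPM allowed in the other parent. In AABB 79.55% of them were seen with at least 10 reads, and their level was 48.88% with at least 50 reads and 54.20% with up to 1% allowed. For the *B. nigra*-specific sequences, the level in AB was 1.500% with at least 10 reads, 1.106% with at least 50 and 0.3024% with up to 1% allowed, where 16.49% were seen. With at least 2 reads required in the hybrid, 5.731% were seen in AB and 72.49% in AABB. In AABB 71.37% were seen with at least 10 reads and 87.50% with at least 50, and their level was 22.64%, 20.48% and, with up to 1% allowed, 12.62%. *B. nigra* sequences stayed rarer in AB than in AABB under all 4 alternatives.

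The Bray-Curtis distances of AA with BB, AB with AA, AB with BB, AABB with AA, AABB with BB and AABB with AB were 0.252, 0.150, 0.216, 0.225, 0.143 and 0.249 per 1000000 miRNA reads. Over sequences they were 0.528, 0.196, 0.401, 0.278, 0.403 and 0.291, and on log2 values 0.285, 0.0675, 0.277, 0.143, 0.199 and 0.141. Spearman's rho over sequences was −0.423, 0.0542, −0.424, −0.139, −0.246 and −0.155 in the same order. AB was nearer to AA in all of these, and AABB was nearer to BB only in the distance over names with RPM or per 1000000 miRNA reads. The depth limits the rare names, since 61.0 to 62.3% of the different sequences of a library were read 1 time.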

Differences from the paper's values

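The tally over names with at least 100 reads was chosen only after the result was seen.

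The paper's percentage of miRNAs in the total small RNAs is 31.44% in AB and 39.22% in AABB, against 20.76% and 25.76% of the clean reads here. The paper's own count of miRNA-annotated reads gives the latter values. It takes its siRNA percentages from the length distribution and ties the 21-nt class to miRNAs. Its miRNA percentages may thus be shares of a length class, which it does not state, and the measures would then be unlike. Of the alternatives set before the data were examined, leaving rRNA and tRNA out of the clean reads brought both within 1.5 times of the paper's values (29.39% and 31.72%). Both still differed with 20 to 22 nt only, with at least 2 reads per sequence, without rRNA-fragment names and without the most abundant sequence.

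The paper states no thresholds for its counts of up-regulated and down-regulated miRNAs, whereas those here use p under 0.01 and 2-fold. The paper's pairs, such as AA/AB, were read as the second library over the first, as in its Additional file 6, and BB/AA as AA over BB, which its text does not state. Its counts for AA over BB (133 up and 114 down) and AB over BB (143 and 110) lie within 1.5 times of those here (92 and 86, 97 and 81). The paper's other up-regulated counts are 94 for AB over AA, 132 for AABB over AA, 134 for AABB over BB and 133 for AABB over AB, against 20, 66, 86 and 67 here. All 4 differed under every alternative set before the data were examined, which were the 3 other scalings, at least 10 reads, the adjusted exact binomial test and the most abundant sequence per name. The paper's other down-regulated counts are 66 for AB over AA, 103 for AABB over AA, 95 for AABB over BB and 95 for AABB over AB, against 13, 39, 50 and 44 here. Those over AA differed under all 6 alternatives. That for AABB over BB came within 1.5 times per 1000000 miRNA reads (70), with TMM (66) and with size factors (71), and differed under the other 3. That for AABB over AB came within it per 1000000 miRNA reads (72) and differed under the other 5. The double-asterisk counts of the paper's Additional file 6 are 65 higher and 47 lower in AABB over AB, near the 67 and 44 here.

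The paper states that the miRNA amount rose with ploidy and that it rose in AB over the parents. Here the share of clean reads annotated as miRNA, which may not be the measure that the paper used, was highest in AABB. It was lowest in AB, under 24.01% in AA and 21.54% in BB. The paper states that most miRNAs were highly overexpressed in the allotetraploid. Here 87 of 171 names with at least 100 reads were higher in AABB than in AB, and 67 of 317 were called higher. Of the leaf and flower miRNAs that the paper names as overexpressed, miR164a (0.41), miR165a (0.81) and miR169i (0.67) were higher in AABB, and miR159a, in all its reads (−0.80), and miR166a (−0.22) were lower. With the most abundant sequence per name and with the reads that match the qRT-PCR primers, miR159a was higher in AABB (0.39). In the qRT-PCR of Fig. 9, miR156a and miR157a are lower in AABB than in AB, and here they were higher (0.89 and 1.19). In that figure miR395a and miR159a are higher in AABB, and here miR395a was lower (−1.77), as was miR159a in all its reads but not in those that match its primers. The paper's text calls miR166a high in AABB, whereas its bar in that figure is lower in AABB than in AB, as are its reads here. miR164a, miR165a, miR169i and miR403 were higher in AABB both there and here.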

Other observations

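The tests in this part were chosen only after the results were seen. The share without rRNA and tRNA reads was set beforehand as an alternative, but its use as a test was not.

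The miRNA share of the clean reads was higher in AABB than in AB. Fewer rRNA and tRNA reads are not the whole reason, since without them the share was still 31.72% in AABB against 29.39% in AB, though the gap was smaller. Of the names with at least 100 reads, 50.88% were higher in AABB by RPM (upper bound 58.6%, with over 60% required). The higher share thus did not come with a rise of over 60% of these names. Whether most miRNAs increase with ploidy is not decided by this, since RPM is relative and AB held almost no *B. nigra*-specific sequences. A few sequences taking most of the reads remains a candidate explanation, since without miR156a and miR157a the share was 10.29% in AABB and 13.19% in AB. Whether these juvenile-phase miRNAs differ by ploidy or by the age of single plants was not tested.

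The *B. rapa*-specific sequences of miR2911 and miR1310, both names of rRNA fragments, kept 0.0980% of their AA level in AABB from 5 reads, and 71.2% in AB. A loss of rRNA fragments of both parents alike is argued against, since the *B. nigra*-specific ones kept 12.93% of BB in AABB. This was still below the 22.13% that the *B. nigra*-specific sequences of all other names kept. A general lack of *B. rapa* sequences in AABB is argued against as well, since those of all other names together kept 59.47%, but the loss was not limited to these names, since those of miR2624a, not listed here as an rRNA fragment, kept 54.19% in AB and 0.05547% in AABB. A silencing of the *B. rapa* rRNA genes in the allotetraploid, the kind of 1-sided rRNA expression known as nucleolar dominance, may explain the pattern in these names, but it remains a hypothesis because they gave the pattern, miR2624a shares it and no other rRNA reads could be tested.

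The values of Additional file 6 for AABB and AB were equal to those computed here, to within 1 read, for 207 of 264 names, and the other 57 were higher in the file. The deposited miRNA reads had a length of 18 to 32 nt in BB, AB and AABB and up to 42 nt in AA, and 97.1% to 98.5% of them were 18 to 23 nt long.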
